# Transfer RNA-Derived Fragments and isomiRs Are Novel Components of Chronic TBI-Induced Neuropathology

**DOI:** 10.3390/biomedicines10010136

**Published:** 2022-01-08

**Authors:** Noora Puhakka, Shalini Das Gupta, Niina Vuokila, Asla Pitkänen

**Keywords:** TBI, tRNA, miRNA, isomiR, neuroinflammation, RNAseq

## Abstract

Neuroinflammation is a secondary injury mechanism that evolves in the brain for months after traumatic brain injury (TBI). We hypothesized that an altered small non-coding RNA (sncRNA) signature plays a key role in modulating post-TBI secondary injury and neuroinflammation. At 3threemonths post-TBI, messenger RNA sequencing (seq) and small RNAseq were performed on samples from the ipsilateral thalamus and perilesional cortex of selected rats with a chronic inflammatory endophenotype, and sham-operated controls. The small RNAseq identified dysregulation of 2 and 19 miRNAs in the thalamus and cortex, respectively. The two candidates from the thalamus and the top ten from the cortex were selected for validation. In the thalamus, miR-146a-5p and miR-155-5p levels were upregulated, and in the cortex, miR-375-3p and miR-211-5p levels were upregulated. Analysis of isomiRs of differentially expressed miRNAs identified 3′ nucleotide additions that were increased after TBI. Surprisingly, we found fragments originating from 16 and 13 tRNAs in the thalamus and cortex, respectively. We further analyzed two upregulated fragments, 3′tRF-IleAAT and 3′tRF-LysTTT. Increased expression of the full miR-146a profile, and 3′tRF-IleAAT and 3′tRF-LysTTT was associated with a worse behavioral outcome in animals with chronic neuroinflammation. Our results highlight the importance of understanding the regulatory roles of as-yet unknown sncRNAs for developing better strategies to treat TBI and neuroinflammation.

## 1. Introduction

Traumatic brain injury (TBI) is caused by an external mechanical force to the head [1]. Epidemiologic studies indicate that TBI is most commonly caused by falls and traffic accidents [2]. Importantly, TBI is the most common cause of disability in people under 40 [1]. After the impact, the primary injury triggers a cascade of molecular dysregulation [3,4], leading to chronic neuroinflammation [5,6]. These changes contribute to the development of secondary injuries and chronic post-TBI comorbidities, such as cognitive impairment [7,8] and epilepsy [9]. Studies of the mechanisms of secondary injury and recovery processes are essential to identify molecular targets for therapeutic interventions as there are currently no medications available that alleviate the post-TBI aftermath. Recent technologic advances toward exploring the transcriptome have led to the discovery of several new classes of small non-coding RNAs (sncRNAs) with potentially key regulatory roles in normal brain function and disease [10,11]. Commonly, sncRNAs are defined as transcripts of <200 nucleotides (nts) that lack a protein-coding capacity [12]. Understanding the functional role of sncRNAs might lead to the development of new strategies to combat complex brain disorders like TBI.

Among sncRNAs, microRNAs (miRNAs) and miRNA-regulated mechanisms are most thoroughly studied in brain diseases [13]. MicroRNAs are small (19–22 nts) RNA molecules that regulate the expression of target genes at the post-transcriptional level via sequence-specific (seed) binding to the 3′ untranslated region [14]. After experimental TBI, dysregulated miRNAs reportedly target such processes as cellular functions, transcription, signal transduction, growth, protein modification, and response to stress, which can further impair recovery [15]. While most studies report dysregulation of canonical miRNA, less emphasis has been paid to alterations in the gene expression of miRNA isoforms, i.e., isomiRs [16,17]. Currently, more attention is being focused on isomiRs and researchers are beginning to unravel the complex functions of these molecules and modification events, which have been long underappreciated.

Another class of sncRNAs, transfer RNAs (tRNAs), is best known for its canonical role in protein translation [18]. Interestingly, various stress conditions can induce tRNA cleavage into short tRNA-derived fragments (tRFs) [19]. This process is potentially mediated by endoribonucleases, such as angiogenin and dicer [20]. The biogenesis details of tRFs, however, are not well known [21]. Increasing evidence reveals that tRFs can modulate diverse biologic processes, including cell proliferation and apoptosis [18,19,22,23,24]. Further, tRFs are reported to display miRNA-like activity, thereby influencing posttranscriptional regulation of their messenger RNA (mRNA) targets [24]. To date, however, few studies have investigated the role of tRFs in brain pathophysiology [10,25,26,27].

In the present study, we performed genome-wide sequencing of sncRNAs and mRNAs of samples originating from post-TBI animals phenotyped to display chronic neuroinflammation. We hypothesized that an altered sncRNA signature plays a key role in modulating post-TBI neuroinflammation and secondary injury. We analyzed canonical and isomiR profiles, and quantified dysregulated tRFs in the perilesional cortex and ipsilateral thalamus at three months post-TBI. We report an association between increased expression of the full miR-146a profile (canonical miRNA and all isomiRs), 3′tRF-IleAAT and 3′tRF-LysTTT, and a worse behavioral outcome in animals with chronic neuroinflammation after TBI. Our results highlight the importance of understanding the regulatory roles of as-yet unknown sncRNAs for the development of better strategies to treat TBI.

## 2. Materials and Methods

### 2.1. Animals

A total of 51 adult male Sprague-Dawley rats (mean body weight at the time of injury, 347–425 g; Harlan Laboratories S.r.l., Udine, Italy) were used in this study. The study design is presented in Figure 1. The rats were individually housed in a controlled environment (temperature 22 ± 1 °C; humidity 50–60%; lights on from 07:00–19:00 h). Pellet food and water were provided ad libitum. All animal procedures were approved by the Animal Ethics Committee of the Provincial Government of Southern Finland and performed in accordance with the guidelines of the European Community Council Directives 2010/63/EU.

During the entire study duration, the overall well-being of the rats, as well as their motor activities, eating and drinking behaviors, and tooth growth were observed daily as previously described in detail [28]. If an animal exhibited signs of pain (e.g., weight loss, abnormal movement or posture, excessive grooming), it was treated with carprofen (Rimadyl^®^, 5 mg/kg, once per day for 3 days, Zoetis Finland Oy, Helsinki, Finland). Our pre-study-determined humane endpoint was that if the post-injury weight loss exceeded 30%, the rat would be killed by deep anesthesia induced by 4% isoflurane followed by decapitation. None of the animals in this study met this criterion.

### 2.2. Induction of TBI with Lateral Fluid-Percussion

The procedure for inducing the lateral fluid-percussion injury (FPI) was described previously in detail [29]. Animals (*n* = 30) were anesthetized with an intraperitoneal (i.p.) injection of a solution containing sodium pentobarbital (58 mg/kg), magnesium sulfate (127.2 mg/kg), propylene glycol (42.8%), and absolute ethanol (11.6%), and placed in a Kopf stereotactic frame (David Kopf Instruments, Tujunga, CA, USA). The skull was exposed with a midline skin incision and the periosteum extracted. The left temporal muscle was gently detached from the lateral ridge. A circular craniectomy (Ø 5 mm) was performed over the left parietal lobe midway between the lambda and bregma, leaving the dura mater intact. The edges of the craniectomy were sealed with a modified Luer-lock cap that was filled with saline while the calvaria was covered with dental acrylate (Selectaplus CN, Dentsply DeTrey GmbH, Dreieich, Germany). Lateral FPI was produced 90 min after the induction of anesthesia by connecting the rat to a fluid-percussion device (AmScien Instruments, Richmond, VA, USA) via a female Luer-lock fitting. The mean severity of the impact was 3.3 ± 0.01 atm. Sham-operated control animals (*n* = 14) underwent anesthesia and all surgical procedures, but not the impact. Seven naïve animals were included in the cohort but were not used in the present study.

### 2.3. Composite Neuroscore

To assess somatomotor recovery, the rats (*n* = 22 TBI animals and *n* = 14 shams) underwent composite neuroscore testing at baseline (pre-injury), and at 2, 7, 14, 21, and 90 days post-TBI (for details, see [30]). Animals were scored from 0 (severely impaired) to 4 (normal) in the following categories: (1) left and right forelimb contraflexion while suspended by the tail, (2) left and right hindlimb flexion when gently pulled back by the tail, (3) ability to resist left and right lateral pulsion, and (4) ability to stand on an inclined surface. The first 3 categories allow for a maximum of 4 points from both the left and right sides. The last category was scored from 0 to 4, leading to a maximum total score of 28 points.

### 2.4. Magnetic Resonance Imaging

To distinguish rats with a chronic perilesional inflammatory rim, T2-weighted magnetic resonance imaging (MRI) was performed at 2 months post-TBI (*n* = 22 TBI animals) using a 7 T Bruker Pharmascan MRI scanner equipped with a volume transmitter coil and surface receiver coil combo [28]. Briefly, the rats were anesthetized with isoflurane (4% for induction and 2% for maintenance) and positioned in a stereotactic holder. Thereafter, T2-weighted images were acquired with fast spin-echo from 25 slices (field of view = 30 mm × 30 mm, matrix slice thickness = 1 mm, TR = 4000 ms, TE = 40 ms).

### 2.5. Morris Water Maze

The spatial learning and memory performance of the rats (*n* = 22 TBI animals and *n*= 14 shams) was tested in a Morris water maze using a 3-day paradigm [31]. At the end of day 3, the platform was removed from the maze apparatus and rats were allowed to swim for 60 s to evaluate their memory of the platform location (probe trial). The time spent in each of the 4 quadrants of the maze was recorded.

### 2.6. Sampling of Brain Tissue

Rats (*n* = 22 TBI animals and *n* = 14 shams) were anesthetized with 5% isoflurane and decapitated, and their brains were quickly removed. Each brain was flushed with 0.9% cold (4 °C) sodium chloride to remove blood and hair and placed onto a slicing matrix on ice (#15007, Rodent Brain Matrix, Ted Pella, Inc., Redding, CA, USA). One 3-mm-thick coronal slice was cut (between −1 and −4 from the bregma), from which the perilesional cortex and ipsilateral thalamus were dissected on top of the glass plate placed on ice. Brain tissue samples were snap-frozen in liquid nitrogen and stored at −70 °C. All tissue preparations were performed in under 12 min (range 9–12 min) after decapitation. The remaining brain tissue was placed in a 10% formalin solution for 3 days, followed by cryoprotection in 20% glycerol in a 0.02 M PB buffer for 2 days. Brain pieces were snap-frozen on dry ice and stored at −70 °C until further processed.

### 2.7. Histologic Analysis

For histologic analysis, brains pieces were sectioned (1-in-6 series, 30 µm) with a sliding microtome (Leica SM 2000, Leica Microsystems Nussloch GmbH, Nussloch, Germany). The sections were stored in a cryoprotectant solution (30% ethylene glycol, 25% glycerol in 0.05 M sodium phosphate buffer, pH 7.4) until stained.

Nissl staining. To further characterize the lesion pathology (*n* = 22 TBI animals and *n*= 14 shams), we performed Nissl staining (see [32]).

Immunohistochemical staining for CD68 and GFAP. Freely floating sections were transferred to 24-well nets for staining. The complete staining protocol for astrocyte (glial fibrillary acidic protein [GFAP]) and microglial/macrophage response (CD68) immunohistochemistry (*n* = 5 representative post-TBI animals), was previously described in detail by Huusko et al. [32] with slight modifications. As a primary antibody, we used a mouse monoclonal antibody to GFAP (1:2000, #814369, Boehringer, Mannheim, Germany), and a mouse monoclonal antibody to rat CD68 (1:1000, EMD Millipore, Billerica, MD, USA). One representative brain section per rat was selected using the MRI images as a guide for determining the lesion location and extent. For GFAP, sections were incubated in the primary antibody mixture for 2 days. For CD68, the sections were treated for 15 min with 1% sodium borohydride for antigen retrieval prior to incubation in a blocking solution. In addition, 0.1% Triton-X 100 was used in all steps. Similar to GFAP, the sections were incubated in primary antibody for 2 days.

### 2.8. Isolation of Total RNA from Brain Tissue

RNA was extracted from the perilesional cortex and ipsilateral thalamus (*n* = 6 TBI animals and *n* = 6 shams) using a mirVana miRNA isolation kit (#AM1560, Life Technologies (Ambion) Carlsbad, CA, USA), QIAshredder (#79654, Qiagen, Hilden, Germany), and AllPrep DNA/RNA Mini Kit (#80204, Qiagen) as previously described in detail [33,34]. Briefly, to avoid clogging the spin columns, brain tissue was divided into 2–4 pieces (max ~10 mg each) on dry ice. Each tissue piece was then placed into a 2-mL microcentrifuge tube together with 1 metal ball and 800 μL of Ambion Lysis/binding buffer and homogenized with a TissueLyser (Qiagen) for 3 min (30 Hz). For further homogenization, the lysate was transferred to a QIAshredder spin column and centrifuged (16,000× *g*) for 2 min at 4 °C. Flow-through lysate was transferred back to the QIAshredder spin column and centrifuged a second time. For DNA separation, tissue lysate was transferred to a Qiagen All Prep DNA spin column and centrifuged (10,000× *g*) for 1 min at room temperature. Flow-through from the All Prep DNA spin column was used for RNA extraction using a mirVana miRNA isolation kit. Briefly, miRNA homogenate additive (70 μL) was added to the flow-through. The mixture was vigorously vortexed for 30 s and then incubated on ice for 10 min. Acid-phenol:chloroform (700 μL) was then added, mixed, and centrifuged (16,000× *g*) for 30 s. The aqueous upper phase was transferred to a new microcentrifuge tube. A total of 500 µL of water was added to the lower phase, which was then mixed and centrifuged (16,000× *g*) for 30 s. The upper aqueous phase was collected into the same tube as the aqueous phase from the previous extraction cycle. Then, 100% ethanol (625 μL) was added to the tube, mixed, and transferred to the mirVana miRNA isolation spin column. Finally, RNA was washed and eluted from the spin column according to instructions provided with the mirVana miRNA isolation kit. Finally, RNA extracted from each brain region was pooled. Thereafter, RNA purification was performed using a miRCURY™ RNA Isolation Kit (#300111, Exiqon, Vedbaek, Denmark) according to the manufacturer’s instructions.

The concentrations and 260/280 ratios of the eluted RNA from the perilesional cortex and ipsilateral thalamus were measured using a NanoDrop 1000 spectrophotometer. RNA quality and the RNA integrity number were measured with an Agilent 6000 Nano kit (#5067–1511, Agilent Technologies, Waldbronn, Germany) using an Agilent Bioanalyzer. The RNA integrity numbers (range 8.9–9.2) and 260/280 ratios (range 2.01–2.10) prior to the sequencing service and for samples in the later polymerase chain reaction (PCR) study are shown in Supplementary Table S1.

### 2.9. Small RNA and RNA Sequencing from Brain Tissue

All sequencing experiments and data analysis (*n* = 6 TBI animals and *n* = 6 shams) were conducted at Exiqon Services, Denmark.

#### 2.9.1. Small RNA Sequencing

Library preparation and next-generation sequencing. First, 300 ng of total RNA was converted to microRNA NGS libraries using a NEBNEXT library generation kit (New England Biolabs Inc., Ipswich, MA, USA) according to the manufacturer’s instructions. Each individual RNA sample then had adaptors ligated to its 3′ and 5′ ends and converted into cDNA. The cDNA was pre-amplified with specific primers containing sample-specific indexes. After 15 cycles pre-PCR, the libraries were purified on QiaQuick columns, and the insert efficiency was evaluated by a Bioanalyzer 2100 instrument on a high sensitivity DNA chip (Agilent Inc., Santa Clara, CA, USA). The microRNA cDNA libraries were size-fractionated on a LabChip XT (Caliper Inc., Princeton, NJ, USA) and a band representing the adaptors and a 15–40 bp insert was excised according to the manufacturer’s instructions. Samples were then quantified by quantitative PCR (qPCR) and concentration standards. Based on the quality of the inserts and the concentration measurements, the libraries were pooled in equimolar concentrations (all concentrations of libraries to be pooled were of the same concentration). The library pool(s) were finally quantified again with qPCR and the optimal concentration of the library pool used to generate the clusters on the surface of a flow cell before sequencing with a v3 sequencing methodology according to the manufacturer’ instructions (Illumina Inc., San Diego, CA, USA). Finally, the samples were sequenced on the Illumina NextSeq 500 system. The system uses quality score binning, which enables a more compact storage of raw sequences. The method was tested using only 8 levels (Levels: No call, 6, 15, 22, 27, 33, 37, and 40) of quality and determined to be virtually loss-less (http://res.illumina.com/documents/products/whitepapers/whitepaper_datacompression.pdf; accessed on 16 June 2015).

Data analysis. After the sequencing, intensity correction, base calling, and assigning of Q-scores was performed. Adapters were trimmed off as part of the base calling. Subsequently, the data were quality checked with FastQC [35]. Sequences were mapped against rat reference genome RGSC3.4 and annotated with mirBase 20. Differential expression analyses were performed using the edgeR statistical software package (Bioconductor, http://www.bioconductor.org/; accessed on 10 December 2021). For normalization, the trimmed mean M-value method was used based on log-fold and absolute gene-wise changes in expression levels between samples (TMM normalization).

Identification of isomiRs. IsomiR analysis was performed individually for each sample based on the occurrence of count variants for each detected microRNA. Reads were mapped to known miRNAs according to the annotation in the miRBase release 20 and then investigated for the presence of different isomiRs. These variants were identified by changes in the start or stop position, or the occurrence of mutations within the read. The results for each sample were then merged to generate a single count file with a consistent nomenclature across the samples. Only isomiRs that were present at a level of 5% of the total reads for that miRNA were retained.

Identification of tRNA derived fragments. Reads mapped against small RNA (including tRNA) in the rat reference genome RGSC3.4 were counted and visualized with an Integrative Genomics Visualizer (IGV; [36]). Differential gene expression analysis was performed similarly as for miRNAs to assess overall change in tRFs originating from one particular tRNA. Two candidate tRFs were selected for further experiments as they had a clear cleavage site based on visual analysis with the IGV.

#### 2.9.2. Messenger RNA Sequencing

Library preparation and next-generation sequencing. The library was prepared using a TruSeq^®^ Stranded mRNA Sample preparation kit (Illumina inc.). The starting material (300 ng) of total RNA was mRNA enriched using the oligo (dT) bead system. The isolated mRNA was subsequently fragmented by enzymatic fragmentation. Then, first-strand and second-strand syntheses were performed and the double-stranded cDNA was purified (AMPure XP, Beckman Coulter, Brea, CA, USA). The cDNA was end-repaired and 3′ adenylated, Illumina sequencing adaptors were ligated onto the fragments ends, and the library was purified (AMPure XP). The mRNA stranded libraries were pre-amplified with PCR and purified (AMPure XP). The libraries’ size distribution was validated and quality inspected on a Bioanalyzer high sensitivity DNA chip (Agilent Technologies). High quality libraries were quantified by qPCR, the concentration normalized, and the samples pooled according to the project specification (number of reads). The library pool(s) were re-quantified with qPCR and the optimal concentration of the library pool was used to generate clusters on the surface of a flow cell before sequencing on the Nextseq500 instrument using a High Output sequencing kit (75 cycles) according to the manufacturer’s instructions (Illumina Inc.).

Data analysis. TopHat (v2.0.11) was used to align the sequencing reads to the reference genome (RGSC3.4) with the sequence aligner Bowtie2 (v.2.2.2). Cufflinks (v2.2.1) was used to take the alignment results from TopHat and assemble the aligned sequences into transcripts, thereby constructing a map or a snapshot of the transcriptome. Reference genome version RGSC3.4 was used. To guide the assembly process, an existing transcript annotation (Rnor_5.0 Ensembl) was used. When comparing groups, Cuffdiff [37] was used to calculate the FPKM (number of fragments per kilobase per million mapped fragments) and test for differential expression and regulation among the assembled transcripts across the submitted samples using the Cufflinks output.

### 2.10. Pathway Analysis of RNA-Seq Data

Qiagen Ingenuity pathway analysis (IPA^®^, Qiagen; Content version 31813283) was used to assess regulated molecular pathways and gene networks. IPA analysis was performed using “Experimentally Observed” and “High (predicted)” confidence settings. The cutoff was set to FDR <0.05 (both up/downregulated). After filtering, the dataset from the perilesional cortex included 4653 genes. Similarly, 5256 genes from the ipsilateral thalamus were included in the analysis.

### 2.11. Validation of the Small RNA-Seq Data with Droplet Digital PCR and Quantitative PCR

#### 2.11.1. microRNA

Reverse transcription (RT) of total RNA from brain tissue with TaqMan chemistry (*n* = 6 TBI animals and *n* = 6 shams). Validation of the small RNA-Seq data was performed from the same samples subjected to sequencing (*n* = 6 TBI and 6 sham-operated controls). All RNA samples were diluted 1:100 with RNAase-free water prior to cDNA synthesis. In the perilesional cortex, validation was performed for the following miRNAs: miR-132-5p (002132), miR-212-5p (463930_mat), miR-375-3p (000564), miR-20a-5p (00580), miR-211-5p (001199), miR-135a-3p (002075), miR-339-5p (002257), miR-34c-3p (000426), miR-128-3p (002216) and miR-17-5p (002308). In the ipsilateral thalamus, validation was performed for miR-146a-5p (002163) and miR-155-5p (002571). For normalization, 4 miRNAs were selected from the small RNA-Seq data as endogenous controls: miR-378a-3p (002243), miR-3594-3p (464929_mat), miR-330-5p (002230), and let-7b-3p (002404). Reverse transcription for all target and control miRNAs was performed with the TaqMan protocol (TaqMan miRNA Reverse Transcriptase Kit #4366596, Applied Biosystems, Foster City, CA, USA https://www.thermofisher.com/document-connect/document-connect.html?url=https%3A%2F%2Fassets.thermofisher.com%2FTFS-Assets%2FLSG%2Fmanuals%2F4364031_TaqSmallRNA_UG.pdf; accessed on 10 December 2021), according to the manufacturer’s instructions. Samples were stored at −20 °C until further processed.

Droplet digital PCR (*n* = 6 TBI animals and *n* = 6 shams). Absolute quantification of miRNA copy numbers was performed with droplet digital PCR (ddPCR). For the perilesional cortex, cDNA from miR-378a-3p was diluted 1:6, and miR-128-3p was diluted 1:8 in ddPCR. All other cDNA samples were used undiluted. For the ipsilateral thalamus samples, cDNA from miR-378a-3p and miR-330-5p were diluted 1:4 in ddPCR. Undiluted cDNA was used for all other miRNAs. The cDNA template (1.33 μL) was added to a 20-μL reaction mixture containing 10 μL Bio-Rad 2x ddPCR supermix for probes (#186-3010, Bio-Rad, Hercules, CA USA), 1 μL 20× miRNA PCR primer, and 7.67 μL nuclease-free water. The 20-μL reaction mixtures were loaded in disposable droplet generator cartridges (#186-4008, DG8TM Cartridges for QX100TM/QX200TM Droplet Generator, Bio-Rad, Germany) along with 70 μL of droplet generation oil for probes (#186-3005, Bio-Rad, CA, USA). The cartridges were covered with gaskets (#186-3009, Droplet Generator DG8TM Gaskets, Bio-Rad, Hercules, CA, USA) and placed in the droplet generator (#186-3001, Bio-Rad QX100TM Droplet Generator, Solna, Sweden) for creating the oil-emulsion droplets. The generated droplets were transferred to 96-well PCR plates (Twin. tec PCR plate 96, semi-skirted, colorless, Hamburg, Germany) sealed, thermal-cycled (96-well PTC-200 thermal cycler, MJ Research), and quantified at the end-point in the droplet reader (#186-3001, Bio-Rad QX100TM Droplet Reader, Solna, Sweden) using QuantaSoft software (v1.7, Product code: 186-4011, Bio-Rad, USA). For each sample, the reaction was performed in duplicate, and the average miRNA copies/20 μL well from the 2 replicates was calculated.

To normalize PCR measurements, the total RNA input to the cDNA reaction was first calculated based on the NanoDrop concentrations and the implemented dilution factor (1:100). For each miRNA, the average number of copies/20 μL well was then normalized to the total RNA input, to account for the slight sample-to-sample variations in the RNA input volumes. Normalization was performed as follows:

The miRNA copies normalized to RNA input = (average miRNA copies/20 μL well)/(total RNA input to the 15 μL cDNA reaction)

Next, the geometric mean (GM) of the RNA input-normalized copies from the 4 endogenous controls, miR-378a-3p, miR-3594-3p, miR-330-5p, and let-7b-3p, was calculated. Finally, the target miRNAs were normalized to the geometric mean of the 4 endogenous controls as follows:

Normalized target miRNA copies = (miRNA copies normalized to RNA input)/(GM of RNA input normalized miRNA copies from 4 endogenous controls)

IsomiR analysis of selected candidate miRNAs. For all candidate and control miRNAs tested for validation with ddPCR, the non-normalized isomiR read count list was obtained for each biologic sample from the small RNA-Seq data. For each miRNA, the total read count from all isomiRs, and the number of detected isomiRs were compared among the TBI and sham-operated controls. Next, analysis was focused on the miRNA candidates that were validated with ddPCR: miR-375-3p, miR-211-5p, and miR-146a-5p. We excluded miR-155-5p because it had a low read abundance in all samples, with no detected isomiRs. For miR-375-3p, miR-211-5p, and miR-146a-5p, the top 6 isomiRs (based on read count abundance) from all TBI samples were listed, and among them, the top 2–4 isomiRs that were detected in all the TBI samples were considered. For each of these 2–4 isomiRs, the read count, change involved (if any), percentage of total reads comprising the isomiR, and percentage of canonical sequence reads comprising the isomiR were tabulated and compared between the TBI and sham-operated controls.

Reverse transcription of total RNA from brain tissue with miScript chemistry. Validation of the small RNA-Seq data was performed from the same samples subjected to sequencing (*n* = 6 TBI animals and 6 sham-operated controls). Synthesis of cDNA was performed with miScript II RT kit (#218161, Qiagen) according to the manufacturer’s instructions.

Quantitative PCR analysis of miR-146a with miScript chemistry. Quantitative RT-PCR analysis was performed using miScript chemistry according to the manufacturer’s instructions. For this, a miScript SYBR Green PCR Kit (#218073, Qiagen) was used with a rno-miR-146a specific 5′ end primer (MS00000441, Qiagen) and a universal 3′ end primer. For normalization, we used miR-378a-3p (MS00005810, Qiagen) with the formula 2-ΔCt [38]. For each sample, the PCR reactions were performed in triplicate. All samples were run with a LightCycler^®^ 96 Instrument (Roche). A no-template (nuclease-free water) control was run in parallel for all assays.

#### 2.11.2. Transfer RNA Derived Fragments

Reverse transcription of total RNA from brain tissue with miScript chemistry (*n* = 6 TBI animals and *n* = 6 shams). Validation of the small RNA-Seq data was performed from the same samples subjected to sequencing (*n* = 6 TBI and 6 sham-operated controls) as described in the miRNA paragraph for miScript chemistry.

Quantitative PCR (*n* = 6 TBI animals and *n* = 6 shams). Relative quantification of tRNA fragments was performed as described for miR-146a with miScript chemistry. Custom designed assays for tRFs derived from the 3′ end of the tRNA-IleAAT (MSC0076231, Qiagen) and tRNA-LysTTT (MSC0076337, Qiagen) were used.

Agarose gel electrophoresis for size separation (*n* = 3 TBI animals and *n* = 3 shams). First, 2 μL of RNA (150 ng), 16 μL of formamide, and 2 μL of loading dye were mixed and then heated at 65 °C for 5 min. For size separation of the small RNA, 3% agarose gel (#A9539-500G, Sigma, Tokyo, Japan) was prepared in a 1 × Tris-acetate buffer (TAE) and run 15 min with 80V in 1 × TAE. A GeneRuler low range DNA ladder (#SM1193, Thermo Scientific, Waltham, MA, USA) and Sybr Safe DNA gel stain (#S33102, Invitrogen, Waltham, MA, USA) were used to visualize the RNA size. An appropriate piece of the gel was cut and minced with a microtome blade. Small RNA was eluted from the gel to nuclease-free water (600 μL) at room temperature on a shaker overnight. Complementary cDNA and reverse transcription (RT)-qPCR was performed as described for the miScript chemistry earlier, except data normalization was performed relative to miR-124-3p (MS00005593, Qiagen). Undiluted RNA after elution was directly used for the cDNA reaction.

### 2.12. In-Silico Prediction and qPCR Validation of mRNA Targets for the Validated miRNAs

In-silico prediction. For the validated miRNA candidates, mRNA target prediction was performed in-silico with TargetScan v7.2. The predicted target list was then compared with the differentially expressed mRNA data (FDR <0.05) obtained from our brain RNA-Seq samples. Only those targets that were predicted in TargetScan and present in our differentially expressed mRNA list with a fold-change (FC) opposite that of the miRNA expression were selected for DAVID gene-Gene Ontology term enrichment analysis. Based on prior literature, evidence of miRNA-mRNA interaction, magnitude of fold-change, and read abundance identified from RNA-Seq; 2 mRNA targets were selected for validation with RT-qPCR, ELAVL2 from the perilesional cortex (predicted target of both miR-375-3p and miR-211-5p) and Syt1 from the ipsilateral thalamus (predicted target of miR-146a-5p).

Complementary DNA (cDNA) synthesis (*n* = 6 TBI animals and *n* = 6 shams). The cDNA synthesis was performed using the High Capacity RNA-to-cDNA Kit (Applied Biosystems) according to the manufacturer’s instructions (High Capacity RNA-to-cDNA kit Protocol, Part Number 4,387,951 Rev. C). The total amount of RNA was set to 2 μg/20 μL reaction.

Quantitative RT-PCR (*n* = 6 TBI animals and *n* = 6 shams). Quantitative RT-PCR was performed in a total volume of 20 μL using 12 ng (RNA equivalents) of cDNA as a template, gene-specific primers and probes (pre-validated TaqMan Gene Expression Assay for Elavl1 and Syt1; Rn01433257_m1 and Rn00436862, Applied Biosystems), and 1× TaqMan Gene Expression Master Mix (#4369016, Applied Biosystems, Waltham, MA, USA). The following program was used in the PCR (StepOne Software v2.1, Applied Biosystems): 1 cycle (95 C, 10 min) and 40 cycles (95 C, 15 s; 60 C, 60 s) in a StepOnePlusTM Real-Time PCR System (Applied Biosystems). The data were normalized to glyceraldehyde 3-phosphate dehydrogenase (Gapdh) mRNA expression (pre-validated Taqman Gene Expression Assay for Gapdh; ID: Rn99999916_s1, Applied Biosystems). Each sample was run in triplicate. A no-template (nuclease-free water) control was run in parallel for all assays.

### 2.13. In-Silico Prediction and qPCR Vvalidation of mRNA Targets for the Validated tRFs

In-silico prediction. To predict miRNA-like regulation of tRFs, TargetRank [39] was used to find complementary regions from mRNA 3′ untranslated regions (3′UTRs). Seed regions (8-nt long) were formed along the length of the tRF. For gene set enrichment analysis of the predicted targets for the first 8-nt seed region, a gene list of targets for both tRNA-IleAAT and tRNA-LysTTT was created based on a human database (Supplementary Material 2). Thereafter, the acquired gene list was transformed to official rat gene symbols (334 genes). A pre-ranked gene list was created according to the RNA-Seq dataset. The genes were arranged into negative and positive groups according to the fold-change values. Downregulated genes were identified with a minus sign. The genes were then arranged according to their p-value and ranked. Genes with high p-values were ranked closer to zero. The pre-ranked gene list created for the gene enrichment analysis comprised 18893 features (genes). FDR <0.05 was considered statistically significant. After gene set enrichment analysis, all negatively enriched targets (Supplementary Material 2) were included for further Functional Annotation Tool analysis (DAVID Bioinformatics Resources 6.8, NIAID/NIH). A Benjamini–Hochberg-corrected *p*-value <0.05 was used to find the regulated functions. One candidate target (Cplx1) was selected for further proof-of-concept validation.

Complementary DNA (cDNA) synthesis (*n* = 5 TBI animals and *n* = 5 shams). The cDNA synthesis was performed as described for the predicted miRNA targets.

Quantitative RT-PCR (*n* = 5 TBI animals and *n* = 5 shams). Quantitative RT-PCR was performed as described for the predicted miRNA targets with gene-specific primers and probes (prevalidated TaqMan Gene Expression Assay for Cplx1; Rn02396766_m1, Applied Biosystems).

### 2.14. qPCR Analysis of tRF Cleaving Enzyme Angiogenin

Complementary DNA (cDNA) synthesis (*n* = 5 TBI animals and *n* = 5 shams). The cDNA synthesis was performed as described for the predicted miRNA targets.

Quantitative RT-PCR (*n* = 5 TBI animals and *n* = 5 shams). Quantitative RT-PCR was performed as described for the predicted miRNA targets with gene-specific primers and probes (prevalidated TaqMan Gene Expression Assay for angiogenin; Rn03416813_gH, Applied Biosystems).

### 2.15. Data Analysis and Statistics

No statistical methods were used to predetermine the sample size. Unsupervised hierarchical clustering (R environment) was used to cluster animals and visualize differentially expressed miRNAs and tRFs. The Vienna RNAfold web server (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi, accessed on 16 June 2015) was used to predict the RNA folding. In RT-qPCR analyses, statistical differences were estimated using the Mann–Whitney U-test (Prism 9). Differences in the neuroscore between 2 groups were assessed using the Mann–Whitney U-test (Prism 9). All correlations were analyzed with the Spearman rank correlation (Prism 9). A *p* < 0.05 was considered to indicate statistical significance. We did not exclude any data points in this study.

## 3. Results

### 3.1. Mortality after Lateral FPI

Acute post-TBI mortality was 27% (8/30). The mean post-impact apnea time was 38 ± 3.6 s. Post-impact seizure-like behaviors were observed in 30% (9/30) of the TBI animals.

### 3.2. Anatomic Analysis and Assessment of Chronic Neuroinflammation

Visual analysis of 1-mm-thick coronal MRI slices revealed substantial variability in the extent of the cortical lesion between the animals (example in the Figure 2A). Moreover, the enhanced T2-weighted signal appeared to be unevenly distributed along the rostrocaudal extent of the cortical lesion. MRI was used to identify animals with a prominent increase in T2-enhancement around the lesion (arrow in Figure 2A), indicating perilesional inflammation (*n* = 13/22). Nissl-stained sections (Figure 2B) showed detailed cytoarchitectonics of the perilesional area. Next, immunohistochemical staining was used to confirm chronic neuroinflammation suggested by the T2-enhancement. Immunohistochemical staining for CD68 with qualitative analysis showed activated microglia/macrophages in the perilesional cortex (Figure 2C). Further, immunohistochemical staining for GFAP with qualitative analysis showed astrocytic fibers (Figure 2D).

RNA-sequencing was used to assess detailed molecular network alterations after TBI in the perilesional cortex (Figure 3) and ipsilateral thalamus (Figure 4). 

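The messenger RNA libraries came from the perilesional cortex and the ipsilateral thalamus of 6 TBI and 6 sham-operated rats, 1 library per rat and region, 24 in all. The libraries were stranded and made from polyadenylated RNA. The authors aligned the reads with TopHat, assembled transcripts with Cufflinks guided by the Ensembl annotation of Rnor_5.0, and deposited 1 table of values per locus and library. These values are fragment counts divided by a size factor for each library and are called normalized counts here. In every library all low values were whole multiples of the smallest step, which is the value of 1 fragment, and dividing by it gave 30568928 to 54608916 fragments per library. The median fragment number was 45279923 in TBI cortex, 36879241.5 in sham cortex, 37118326 in TBI thalamus and 39660895.5 in sham thalamus. The table lists 42334 loci. Of these, 15693 carry no gene name, hold between 1.9% and 2.23% of a library's normalized counts, and were left out of the tests. TBI and sham-operated rats were compared within each region by limma on log2(normalized count + 1), for loci with a mean of at least 10 over the 12 libraries of the region, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on that log2 scale, which understates the change of low genes. Locus positions are given as the files list them. The paper names RGSC3.4 as its genome and Rnor_5.0 as its annotation, and the files do not state a build or whether the first base of a chromosome counts as 0 or 1. All means are over 6 rats and are followed by the SD.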

Basic quality control of RNAseq data suggested experimental success (Supplementary Table S2). 

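Over the 15678 named loci with a mean normalized count of at least 10 in the 24 libraries, the first principal component held 69.4% of the variance and separated the 12 cortex from the 12 thalamus libraries without overlap. The second held 9.55% and separated the 12 TBI from the 12 sham libraries without overlap. The lowest correlation across loci between libraries of one group was 0.968, in TBI thalamus, and the highest between libraries of different regions was 0.935. Loci are not independent replicates, so these correlations describe the libraries. Named loci with a value above 0 numbered 18251 to 19001 in TBI thalamus and 18175 to 18672 in sham cortex. The 100 loci with the highest values held 14.4% to 16% of a library's normalized counts. In both regions the library of rat 45 had the lowest score on the second component, and rat 45 carried more choroid plexus transcripts than the other TBI rats.

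**Figure D1:**
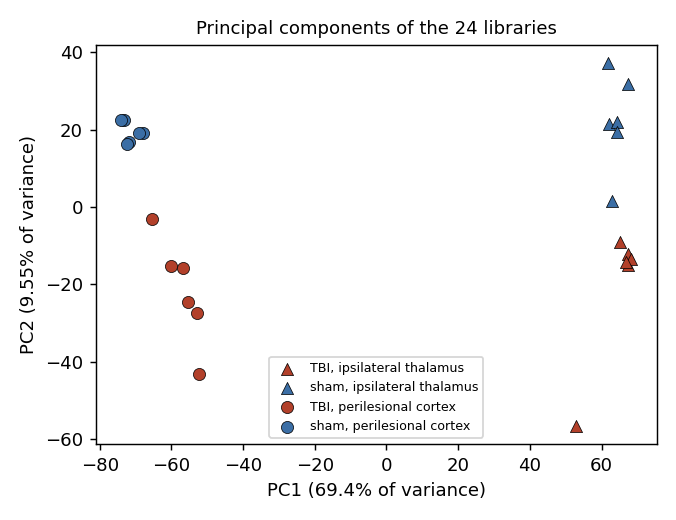
First against second principal component of log2 normalized counts, with each point a library, colour showing TBI or sham and shape showing the region. The axes give the share of variance, 69.4% and 9.55%.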

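In the perilesional cortex, 4531 of the 15493 loci tested by limma differed between TBI and sham-operated rats at a Benjamini-Hochberg adjusted p under 0.05, 2223 higher and 2308 lower in TBI rats. In the ipsilateral thalamus, 5516 of 15564 differed, 2259 higher and 3257 lower. A change of at least 1.5-fold was reached by 902 of the higher and 106 of the lower loci in the cortex, and by 907 and 423 in the thalamus. All 6 TBI values lay on one side of all 6 sham values at 1933 loci in the cortex and 2828 in the thalamus, where chance gives 0.216% of loci, or 33.5 and 33.7. Among loci with such separation and an adjusted p under 0.05, the largest rises in the cortex were at ENSRNOG00000029586 (log2 fold change 4.99, standard error 0.57, adjusted p = 3.31e-05 by limma with Benjamini-Hochberg adjustment), Tbx4 and Scn7a. Scn7a had a mean normalized count of 416 ± 213 in TBI rats and 22.5 ± 5.55 in sham-operated rats. The largest rises in the thalamus were at Clec7a, with a mean normalized count of 507 ± 166 in TBI rats and 9.88 ± 2.28 in sham-operated rats, then Cd8b and Acoxl. Cd8b was at or under 3 fragments in every sham thalamus library, and its mean in TBI thalamus was at least 6.53-fold higher than that limit.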

Overall, we detected 2773 and 2954 upregulated genes in the perilesional cortex and ipsilateral thalamus, respectively (Supplementary Figure S1). The number of downregulated genes was 2490 in the perilesional cortex and 3044 in the ipsilateral thalamus (Supplementary Figure S1).

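The largest falls with no overlap between groups were at ENSRNOG00000028913, Cartpt and Rxfp2 in the perilesional cortex and at RGD1564899, Vip and Scn4b in the ipsilateral thalamus. Vip had a mean normalized count of 538 ± 134 in TBI rats and 2892 ± 254 in sham-operated rats in the thalamus (log2 fold change -2.46, standard error 0.15, adjusted p = 7.26e-08 by limma with Benjamini-Hochberg adjustment). Cartpt fell in the cortex (log2 fold change -1.73) and rose in the thalamus (0.84). The balance of lower and higher genes in the thalamus moved with the scaling between libraries. Of the changed loci, 59% were lower with the deposited scaling and 45.7% after TMM scaling, with 4616 loci called under both.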

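Crkl had a mean normalized count of 1369 ± 149.6 in TBI rats and 1329 ± 107 in sham-operated rats in the perilesional cortex (log2 fold change 0.041, standard error 0.074, adjusted p = 0.712 by limma with Benjamini-Hochberg adjustment), and its log2 fold change in the ipsilateral thalamus was 0.020 (adjusted p = 0.846 by limma with Benjamini-Hochberg adjustment). Neither difference exceeded the spread between rats. Plk2 was lower in TBI cortex (log2 fold change -0.23, standard error 0.069, adjusted p = 0.0212 by limma with Benjamini-Hochberg adjustment), with 3 of 6 TBI values under every sham value, and its adjusted p ranged from 0.0194 to 0.163 over the other settings tried. In the thalamus the change in Plk2 was 0.078 (adjusted p = 0.722, limma with Benjamini-Hochberg adjustment). Ncf1 was higher in all 6 TBI rats than in any sham-operated rat in both regions, with a mean normalized count of 725 ± 137 in TBI rats and 293 ± 25.9 in sham-operated rats in the cortex (log2 fold change 1.28, standard error 0.12, adjusted p = 5.32e-06 by limma with Benjamini-Hochberg adjustment) and a log2 fold change of 1.68 in the thalamus.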

Top regulator effect networks included genes like CRK Like Proto-Oncogene Adaptor Protein (CRKL), Polo Like Kinase 2 (PLK2), and Neutrophil Cytosolic Factor 1 (NCF1). 

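The gene sets of the pathway software were not used here. Axon guidance was represented by 68 tested loci of the semaphorin, plexin, neuropilin, ephrin, Eph receptor, netrin, Unc5, Dcc, Slit and Robo families. In the perilesional cortex 11 of them were higher and 14 lower in TBI rats at an adjusted p under 0.05 over all loci, and 15 were higher and 14 lower when adjusted over the list alone. Their median log2 fold change was 0.033, with quartiles of -0.16 and 0.19. As a set they did not move in one direction (camera of limma, Benjamini-Hochberg adjusted p = 0.751 over 25 lists), and the sign of a median this close to 0 is within the spread of the members.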

In the perilesional cortex, the top five regulated canonical pathways were axonal guidance signaling (38% overlap with dataset, 172/456, *p* < 0.001), colorectal cancer metastasis signaling (42% overlap, 106/252, *p* < 0.001), molecular mechanisms of cancer (37% overlap, 142/382, *p* < 0.001), role of nuclear factor of activated T cells in cardiac hypertrophy (44% overlap, 87/199, *p* < 0.001), and role of macrophages, fibroblasts, and endothelial cells in rheumatoid arthritis (38% overlap, 120/315, *p* < 0.001). Similarly, in the ipsilateral thalamus, the top five regulated canonical pathways were interleukin (IL)-8 signaling (51% 100/197, *p* < 0.001), leucocyte extravasation signaling (49% overlap, 103/210, *p* < 0.001), role of nuclear factor of activated T cells in cardiac hypertrophy (50% overlap, 96/192, *p* < 0.001), G-protein coupled receptor signaling (45% overlap, 123/272, *p* < 0.001), and Huntington’s disease signaling (46% overlap, 111/241, *p* < 0.001).

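Of 43 tested loci in a list of leukocyte extravasation genes drawn from general knowledge, 28 were higher and 2 lower in the ipsilateral thalamus of TBI rats at a limma adjusted p under 0.05 over all loci, and 31 and 2 when adjusted over the list alone. The median log2 fold change of the list was 0.72, with quartiles of 0.21 and 1.24 (camera of limma, Benjamini-Hochberg adjusted p = 2.79e-14 over 24 lists). Under fry, a set test of limma that takes the correlation between genes from the data, the adjusted p was 6.19e-06. With camera and a correlation estimated from the libraries it was 0.0623. Of the 13 of 25 lists that camera called in the cortex with its preset correlation, 13 were also called by fry, and of the 12 of 24 in the thalamus 11 were, all except the endothelial markers. Fry asks whether the members shift at all, and camera whether they shift more than other loci. With 29.2% of loci changed in the cortex and 35.4% in the thalamus, a call by fry adds little support. The called lists include the nodes of Figures 3 and 4 and the lipoprotein list, which the study chose on these libraries. With the estimated correlation 0 lists were called in either region, and 7 and 7 lists had an unadjusted p under 0.05.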

In the perilesional cortex, IPA analysis revealed the top five molecular and cellular functions among differentially expressed genes to be cellular assembly and organization (927 molecules), cellular function and maintenance (1484 molecules), cellular movement (1079 molecules), cellular morphology (1178 molecules), and cellular growth and proliferation (1744 molecules). The top five molecular and cellular functions in the ipsilateral thalamus were cellular assembly and organization (1048 molecules), cellular function and maintenance (1675 molecules), cellular morphology (1321 molecules), molecular transport (1153 molecules), and cell death and survival (1657 molecules).

Based on these data, we also predicted the top five upstream regulators with IPA. 

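The transcripts of the regulators TGFB1, TNF, IFNG and APP were measured in the perilesional cortex. Tgfb1 had a mean normalized count of 374 ± 69.7 in TBI rats and 264 ± 29.7 in sham-operated rats (log2 fold change 0.49, standard error 0.12, adjusted p = 0.00567 by limma with Benjamini-Hochberg adjustment). App was lower in all 6 TBI rats than in any sham-operated rat (log2 fold change -0.19, standard error 0.045, adjusted p = 0.00583 by limma with Benjamini-Hochberg adjustment). Tnf was listed at 2 loci, with log2 fold changes of -0.42 and 0.73 (adjusted p = 0.639 and 0.167 by limma with Benjamini-Hochberg adjustment). Both carry the same positions (chromosome 20, 6835554 to 7019717), so how the fragments of Tnf were divided between them is not known. Their group means were low, from 11.4 to 18.7 normalized counts. The direction at the first of these loci turned when the library of TBI rat 22 was left out (to 0.093). Ifng had a mean normalized count of 0.316 in TBI rats and 0.186 in sham-operated rats, at or under 3 fragments in each library, so a change in it was not detectable at this depth.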

In the perilesional cortex, all five of these regulators were activated (*p* < 0.001). These five regulators were TGFB1, tNF, TP53, IFNG, and APP. 

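Fixed lists of response genes were written from general knowledge. The list of interferon gamma response genes rose in the cortex (median log2 fold change 0.70, 23 of 29 higher past the threshold and 28 of 29 higher in mean, camera of limma with Benjamini-Hochberg adjusted p = 8.52e-12), as did the TGFB1 response list (median log2 fold change 0.41, 12 of 22 higher past the threshold and 19 of 22 higher in mean, camera of limma with Benjamini-Hochberg adjusted p = 1.14e-05) and the list of TNF and lipopolysaccharide response genes (median log2 fold change 0.44, 15 of 24 higher past the threshold and 19 of 24 higher in mean, camera of limma with Benjamini-Hochberg adjusted p = 3.18e-05).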

In the ipsilateral thalamus, of the top five regulators, four (APP, TNF, IFNG, and lipopolysaccharide) were activated and one (L-dopa) was inhibited (*p* < 0.001).

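In the thalamus, the interferon gamma response list rose (median log2 fold change 0.71, 22 of 28 higher past the threshold and 26 of 28 higher in mean, camera of limma with Benjamini-Hochberg adjusted p = 3.98e-11), and so did the list of TNF and lipopolysaccharide response genes (median log2 fold change 0.64, 16 of 24 higher past the threshold and 21 of 24 higher in mean, camera of limma with Benjamini-Hochberg adjusted p = 2.10e-07). At the 2 Tnf loci the log2 fold changes were -1.06, with 4 of 6 TBI values under every sham value, and 0.61 (adjusted p = 0.0275 and 0.228 by limma with Benjamini-Hochberg adjustment). At the first the adjusted p ranged from 0.0202 to 0.117 over the other settings. The mean normalized count at that locus was low, 9.65 ± 5.18 in TBI rats and 19.4 ± 4.66 in sham-operated rats. App had a log2 fold change of -0.15 there, with 4 of 6 TBI values under every sham value (adjusted p = 0.0545 by limma with Benjamini-Hochberg adjustment, from 0.0131 to 0.18 over the other settings). A list of response genes for L-dopa was not made.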

### 3.3. Differentially Expressed miRNAs Identified from sncRNA-Seq

Overall, quality control analysis of the sncRNAseq suggested good quality (Supplementary Figure S2A–C). In the perilesional cortex, 19 miRNAs were identified to be differentially expressed in TBI animals at 3 months post-injury compared with controls (FDR <0.05, Figure 5A). In the ipsilateral thalamus, only two miRNAs were identified to be differentially expressed with FDR <0.05. From the 19 differentially expressed miRNAs in the perilesional cortex, PCR analysis was performed for the top 10 candidates (ranked based on increasing order of FDR-value; Figure 5B1,B2,C). In the ipsilateral thalamus, the two differentially expressed miRNAs identified from small RNA-Seq were selected for further validation. Among the 10 miRNA candidates tested from the perilesional cortex with ddPCR, upregulation of only miR-375-3p (FC = 3.44, *p* < 0.01, Figure 5B1) and miR-211-5p (FC = 1.45, *p* < 0.05, Figure 5B2) was validated. For the majority (seven of eight) of the remaining candidates, ddPCR showed a similar expression pattern to that observed with small RNA-Seq (Figure 5C). The PCR analysis results, however, were not statistically significant (*p* > 0.05). From the ipsilateral thalamus, both tested candidates, miR-146a-5p (FC = 2.01, *p* < 0.05, Figure 5B3) and miR-155-5p (FC = 2.34, *p* < 0.01, Figure 5B4), were successfully validated with ddPCR. Similar to the perilesional cortex, these two miRNAs were significantly upregulated in the ipsilateral thalamus of the TBI group at 3 months post-injury compared with sham-operated controls.

### 3.4. mRNA Targets Predicted for the Validated miRNA Candidates

For miR-375-3p, 12/178 (6.7%) of the predicted mRNA targets from TargetScan were also significantly downregulated in our mRNA-Seq data in TBI animals compared with sham-operated controls. For miR-211-5p, 7/98 (7.1%) of the predicted mRNA targets from TargetScan were significantly downregulated in our mRNA-Seq from TBI animals compared with sham-operated controls. The most common functions among these targets were cytoplasmic functions, and transferase and protein stabilization (Figure 5D). Similarly, for miR-146a-5p, 7/137 (5.1%) of the predicted mRNA targets from TargetScan, and for miR-155-5p, 23/288 (7.9%) of the predicted mRNA targets from TargetScan were significantly downregulated in our mRNA-Seq from TBI animals compared with sham-operated controls. The most common functions among these targets were the integral components of membranes, ion channels, and ion transport (Figure 5E). For both miRNAs from the perilesional cortex (miR-375-3p and miR-211-5p), ELAV-like neuron-specific RNA binding protein 2 (ELAVL2) was a common predicted mRNA target. Previous studies revealed a role of miR-375 in regulating dendrite formation and maintenance by affecting the levels of ELAVL4 protein, a paralog of ELAVL2. Thus, ELAVL2 (mRNA-Seq FC = 0.75, FDR <0.05) was selected for validation with RT-qPCR. 

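Elavl2 (locus XLOC_031414, chromosome 5, 113450575 to 113577431) had a mean normalized count of 1937 ± 371 in TBI rats and 2617 ± 251 in sham-operated rats in the perilesional cortex, a fold change of 0.732 (log2 fold change -0.45, standard error 0.11, adjusted p = 0.00574 by limma with Benjamini-Hochberg adjustment). Of the 6 TBI values, 5 lay under every sham value. With each library left out in turn the log2 fold change stayed between -0.53 and -0.38. In the ipsilateral thalamus the change was -0.20 (adjusted p = 0.104, limma with Benjamini-Hochberg adjustment), and the difference between regions was 0.25 (standard error 0.15, adjusted p = 0.329 by limma with Benjamini-Hochberg adjustment).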

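Syt1 (locus XLOC_035853, chromosome 7, 50094315 to 50651257) had a mean normalized count of 40309.7 ± 4244 in TBI rats and 54385 ± 5038 in sham-operated rats in the ipsilateral thalamus, a fold change of 0.74 (log2 fold change -0.43, standard error 0.081, adjusted p = 0.000879 by limma with Benjamini-Hochberg adjustment). All 6 TBI values lay under all 6 sham values. Syt1 was also lower in the perilesional cortex (log2 fold change -0.29, standard error 0.055, adjusted p = 0.00126 by limma with Benjamini-Hochberg adjustment), and the difference between regions was -0.14 (standard error 0.10, adjusted p = 0.431 by limma with Benjamini-Hochberg adjustment). Syt1 is also one of the 15 neuronal marker genes, whose median log2 fold change was -0.48 in the thalamus.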

From the ipsilateral thalamus, synaptotagmin 1 (Syt1) (mRNA-Seq FC = 0.73, FDR <0.05), a predicted target for miR-146a-5p, was selected for validation. Because the read abundance for miR-155-5p in the ipsilateral thalamus was quite low for all samples (TBI: 12.49 (4.61), Sham: 4.56 (0.95), mean (SD)), and there were no commonly predicted targets for miR-146a-5p and miR-155-5p, targets for miR-155-5p were not selected for validation. Quantitative PCR analysis of both targets revealed unaltered gene expression (*p* > 0.05, Figure 5F1,F2).

### 3.5. IsomiRs Identified for the Validated Differentially Expressed miRNAs

To explain the negative miRNA-target expression findings, we performed a detailed analysis of isomiRs. For miR-375-5p, the total number of reads from all isomiRs, and the number of different isomiR types (canonical (Figure 6A1) and isomiRs (Figure 6A3), *p* < 0.05 for both) identified were significantly higher in the TBI animals compared with the sham-operated controls. For miR-211-5p, the number of detected canonical miRNA species was increased (*p* < 0.05, Figure 6B1). The number of different isomiR types identified was significantly higher in the TBI animals compared with the sham-operated controls (Figure 6B3, *p* < 0.05), but the total number of reads from all isomiRs was not significantly different (Figure 6B4, *p* > 0.05). For miR-146a-5p, the total number of reads from all isomiRs, as well as the number of different isomiR types identified, did not differ significantly between the TBI and sham-operated controls (Figure 6C1–C4, *p* > 0.05). For miR-155-5p, no isomiRs were detected. For the four endogenous controls or non-validated differentially expressed miRNA candidates in both the perilesional cortex and ipsilateral thalamus, the total number of reads from all isomiRs and the number of different isomiR types identified did not differ significantly between the TBI and sham-operated controls (*p* > 0.05). The amount of canonical miRNA and isomiRs related to different miRNAs, however, was highly variable.

Next, we performed a detailed analysis of different isomiRs observed for validated differentially expressed miRNAs. For miR-375-3p, the canonical miRNA sequence (TTTGTTCGTTCGGCTCGCGTGA) formed on average 32% of the total read count in the TBI animals (32.42 (2.15)), and 35% in the sham animals (34.68 (3.96)) (*p* = 0.05, Figure 6A2). For miR-211-5p, the canonical sequence (TTCCCTTTGTCATCCTTTGCCT) formed on average 52% of the total read count in the TBI animals (51.6 (7.46)), and 44% in the sham animals (43.64 (4.89)) (*p* = 0.06, Figure 6B2). For miR-146a-5p, the canonical sequence (TGAGAACTGAATTCCATGGGTT) formed on average 38% of the total read count in the TBI animals (37.71 (8.56)), and 48% in the sham animals (48.32 (9.33)) (*p* = 0.06, Figure 6C2).

Details of the top 2–4 isomiRs (among the top six) for miR-375-3p, miR-211-5p, and miR-146a-5p that were detected from all TBI samples are summarized in Figure 6. Most of these were 3′-isomiRs, i.e., additions, deletions, or nucleotide changes to the canonical miRNA sequence that occurred at the 3′ end. The top two isomiRs detected for miR-375-3p and miR-211-5p were not significantly different between the TBI and controls (*p* > 0.05, Figure 7A,B). For miR-146a-5p, among the top four isomiRs, TGAGAACTGAATTCCATGGGT and TGAGAACTGAATTCCATGGGTTT were significantly more abundant in the TBI animals compared with the controls (*p* < 0.05, Figure 7C). Next, we performed RT-qPCR to detect all 3′ end isomiRs (Figure 7D, FC = 1.7, *p* < 0.05) and were able to detect a difference between the controls and post-TBI animals. Quantitative RT-PCR and primer assay targeting only canonical miR-146a was not able to detect this increase (see Supplementary Figure S3, FC = 1.4, *p* > 0.05). Interestingly, RNA folding assessment predicted that the linear miR-146a form changes to a hairpin-like structure when insertions were detected in the miRNAs 3′ end (Figure 7E).

### 3.6. Elevation of Transfer RNA-Derived Fragments after TBI

We observed a clear upregulated profile of tRFs detected by small RNA sequencing in both the perilesional cortex (Supplementary Figure S4A) and ipsilateral thalamus (Supplementary Figure S4B) visualized by unsupervised hierarchical clustering. Using IGV to visualize aligned sequences, we selected two candidate tRNAs, tRNA IleAAT and tRNA LysTTT, for further inspection. Upregulation of fragments cleaved from these two tRNAs was evident in both the perilesional cortex (Figure 8A for tRNA IleAAT and Figure 8E for tRNA LysTTT) and the ipsilateral thalamus (Figure 8C for tRNA IleAAT and Figure 8G for tRNA LysTTT). Interestingly, both tRNAs had a clear cleavage site of tRFs in their variable region [40] producing mainly 27–28 nt long fragments from the 3′ end of the tRNA (Figure 8I for tRNA IleAAT and Figure 8J for tRNA LysTTT). Estimation of a possible secondary structure predicted hairpin-like folding of both fragments (Figure 8K1 for 3′tRF-IleAAT and Figure 8K2 for 3′tRF-LysTTT). Quantitative RT-PCR analysis showed a trend toward the upregulation of fragments originating from tRNA IleAAT in the perilesional cortex (FC = 1.5, *p* > 0.05; Figure 8B). Similar to small RNA-Seq analysis, however, RT-qPCR indicated robust upregulation of the fragments from tRNA IleAAT in the ipsilateral thalamus (FC = 5.4, *p* < 0.01; Figure 8D). Instead, RT-qPCR replicated the observed upregulation of fragments cleaved from tRNA LysTTT in both the perilesional cortex (FC = 6.9, *p* < 0.01; Figure 8F) and the ipsilateral thalamus (FC = 5.2, *p* < 0.05; Figure 8H). We used agarose gel electrophoresis to confirm the size of the detected tRFs, as total RNA (including also pre-tRNA and mature tRNA molecules) was used for the RT-qPCR analysis. Indeed, when only 20–50 nt long RNA was selected after the size separation of cortical RNA samples and subsequent RT-qPCR, a similar upregulated profile of 3′tRF-IleAAT (2.1, *p* > 0.05, *n* = 3 per group) and 3′tRF-LysTTT (3.3, *p* > 0.05, *n* = 3 per group) was detected compared with the total RNA samples (Supplementary Figure S5A for 3′tRF-IleAAT and Supplementary Figure S5C for 3′tRF-LysTTT). Analysis indicated a moderate correlation, meaning that the higher the expression in the total RNA sample, the greater the amount of 3′tRF also detected after the size separation (Supplementary Figure S5B for 3′tRF-IleAAT (Spearman r = 0.54, *p* > 0.05) and Supplementary Figure S5D for 3′tRF-LysTTT (Spearman r = 0.75, *p* > 0.05).

### 3.7. mRNA Targets Predicted for the Validated tRF Candidates

We used an 8-nt approach [39] to predict mRNA targets for validated 3′ tRFs (Figure 9A1–A3 for 3′tRF-IleAAT and Figure 9B1–B3 for 3′tRF-LysTTT). 

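The target list in the supplement holds 336 genes, of which 298 matched a locus tested in the ipsilateral thalamus. With the 15564 loci ranked by the direction and p of their change, as the paper describes, the enrichment score of the targets was -0.253 (preranked test of fgsea, permutation p = 0.0148). At an adjusted p under 0.05, 84 targets (28.2%) were lower, against 20.8% of the other loci, and 42 (14.1%) were higher, against 14.5%. In the perilesional cortex the score was -0.223 (preranked test of fgsea, permutation p = 0.0237). The targets had a median normalized count of 1703 and a median locus span of 48091 bases, against 861 and 30956 for the other loci tested in the thalamus. Of 10000 random lists of other genes matched on mean value and locus span, 54% had a score as low in the thalamus, with a median score of -0.256. After TMM scaling the score in the thalamus was -0.169 (permutation p = 0.127). Cplx1, a predicted target, had a mean normalized count of 22599 ± 1492 in TBI rats and 44015 ± 5299.5 in sham-operated rats in the thalamus (log2 fold change -0.96, standard error 0.076, adjusted p = 8.12e-07 by limma with Benjamini-Hochberg adjustment), and its log2 fold change in the cortex was -0.35. The difference between regions was -0.60 (standard error 0.11, adjusted p = 0.00142 by limma with Benjamini-Hochberg adjustment). In the paper's RT-qPCR the lower fold change of Cplx1 was in the cortex, where it did not reach significance. The 15 neuronal marker genes also fell, with median log2 fold changes of -0.48 in the thalamus and -0.22 in the cortex. The fall of Cplx1 therefore does not single out an effect of the tRF.

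**Figure D2:**
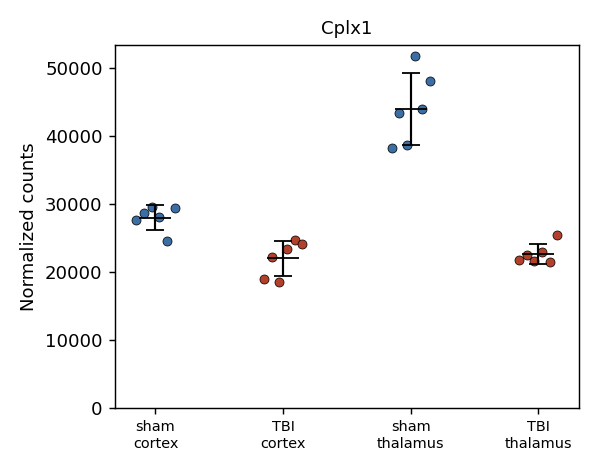
Normalized counts of Cplx1, with each point a rat, the bar the mean and the error bar the SD of 6 rats. The 6 TBI values in the thalamus lie under all 6 sham values.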

Gene set enrichment analysis indicated a negative enrichment of these predicted targets for a combined target list of both tRFs in the ipsilateral thalamus (ES = −0.22, FDR <0.01, Figure 9C). The thalamus was selected for further investigation as both fragments were robustly upregulated in this brain area. We selected one candidate target (Cplx1) of 3′tRF-IleAAT for further validation with RT-qPCR. In the ipsilateral thalamus, Cplx1 was downregulated (FC = 0.78, *p* < 0.05, Figure 9D) and the lower the expression level, the greater the amount of 3′tRF-IleAAT detected in the same sample (Spearman r = 0.43, *p* < 0.05, Figure 9D). Gene expression of Cplx1 showed a trend toward downregulation in the perilesional cortex (FC = 0.4, *p* > 0.05; Spearman r = 0.38, *p* > 0.05; *n* = 5 per group; Supplementary Figure S6) where the upregulation of tRF was also not that high. Further, functional annotation of negatively enriched predicted tRF targets linked them to glycoprotein, protein binding, nucleotide-binding, lipoprotein, and neurogenesis (*p* < 0.05, Figure 9E, Supplementary Spreadsheet 1).

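The paper's functional lists were formed from genes chosen on these same libraries, so their values here are not independent evidence. In the ipsilateral thalamus, loci past a limma adjusted p of 0.05 were counted for glycoprotein (12 of 45 lower and 8 higher), protein binding (17 of 49 lower and 5 higher), nucleotide-binding (10 of 33 lower and 4 higher), lipoprotein (9 of 19 lower and 1 higher) and neurogenesis (3 of 9 lower and 1 higher). The median log2 fold changes ran from -0.17 for lipoprotein to 0.018 for glycoprotein. By camera of limma with Benjamini-Hochberg adjustment, lipoprotein passed the threshold (adjusted p = 0.0436) and the other 4 did not, while fry also called protein binding and nucleotide-binding. Of the 92 negatively enriched targets of the supplement tested here, 91 were lower in TBI rats, 74 of them past the threshold.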

### 3.8. No Clear Upregulation of tRF-Cleaving Enzyme Angiogenin after TBI

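Angiogenin shares 1 locus with Rnase4 in the files (locus XLOC_013734, chromosome 15, 31850101 to 31866410), so the fragments of the 2 genes cannot be separated. The locus had a mean normalized count of 3027 ± 255 in TBI rats and 2202 ± 182 in sham-operated rats in the ipsilateral thalamus (log2 fold change 0.46, standard error 0.067, adjusted p = 0.000139 by limma with Benjamini-Hochberg adjustment), with all 6 TBI values above all 6 sham values. In the perilesional cortex it had a mean normalized count of 2873 ± 242 in TBI rats and 2852 ± 231 in sham-operated rats (log2 fold change 0.010). The TBI effect differed between regions by 0.45 (standard error 0.10, adjusted p = 0.00548 by limma with Benjamini-Hochberg adjustment).

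**Figure D3:**
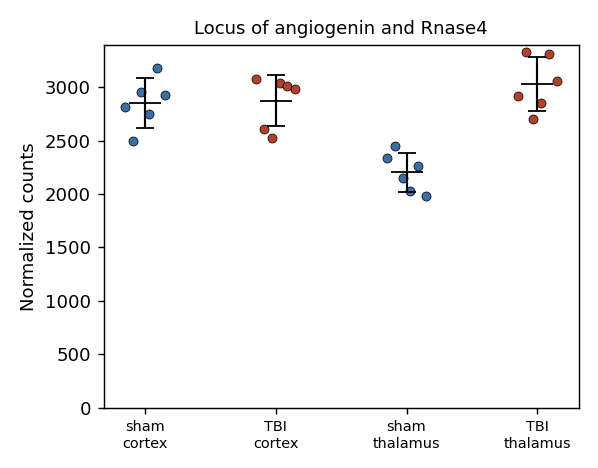
Normalized counts of the locus of angiogenin and Rnase4, with each point a rat, the bar the mean and the error bar the SD of 6 rats. TBI values lie above sham values in the thalamus and overlap them in the cortex.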

RNAseq experiments revealed that the tRF-cleaving enzyme angiogenin was upregulated in the ipsilateral thalamus (log2FC = 0.47, FDR <0.01, Supplementary Figure S7A). We quantified the expression level of angiogenin with RT-qPCR in both the perilesional cortex (FC = 1.26, *p* > 0.05) and ipsilateral thalamus (FC = 1.62, *p* > 0.05, n = 6 for controls and *n* = 5 for TBI) but did not detect the expected significant upregulation (Supplementary Figure S7B). A moderate correlation, however, was observed between angiogenin expression and the 3′tRF levels (Spearman r = 0.45, *p* < 0.05 for 3′tRF-IleAAT and Spearman r = 0.36, *p* < 0.05 for 3′tRF-LysTTT) (Supplementary Figure S7C for 3′tRF-IleAAT and Supplementary Figure S7D for 3′tRF-LysTTT) in the thalamus.

### 3.9. Elevated 3′tRF and miR-146a Levels Relate to Worse Behavioral Outcome after TBI

We assessed neuromotor functions with the composite neuroscore at acute and chronic time-points post-TBI and investigated memory deficits in the Morris water maze at 2 months post-TBI (Figure 10A). Our correlation analysis showed that rats exhibiting deficits in the probe trial, represented by less time spent in the correct quadrant, also had the highest expression of the full miR-146a profile (all isomiRs included; Spearman r = 0.43, *p* < 0.05, Figure 10B1), 3′tRF-IleAAT (Spearman r = 0.70, *p* < 0.001; Figure 10B2) and 3′tRF-LysTTT (Spearman r = 0.57, *p* < 0.01; Figure 10B3). As expected, all TBI rats exhibited acute motor deficits compared with the controls at 2 days post-TBI (*p* < 0.01, Figure 10C) with recovery toward subacute at the 7 days (*p* < 0.01, Figure 10C), 14 days (*p* < 0.01, Figure 10C) and 21 days (*p* < 0.01, Figure 10C) post-TBI time-points. When the neuroscore was assessed at 3 months post-TBI, the measured score varied widely between rats. The difference between post-TBI rats and the controls remained significant (*p* < 0.01, Figure 10C). Interestingly, our correlation analysis indicated a relation between the lower neuroscore value at 3 months post-TBI and the increased expression of the full miR-146a profile (all isomiRs included; Spearman r = 0.75, *p* < 0.001; Figure 10(D1)), 3′tRF-IleAAT (Spearman r = 0.78, *p* < 0.001, Figure 10(D2)) and 3′tRF-LysTTT (Spearman r = 0.92, *p* < 0.001; Figure 10D3).

## 4. Discussion

A growing body of evidence demonstrates the involvement of different non-coding RNAs in brain diseases, including TBI [41,42,43,44]. MicroRNAs have been identified as key regulators of inflammation after brain injuries [45,46]. In the present study, our objective was to identify chronically altered miRNA and tRF signatures after TBI. Our data indicate that two upregulated miRNAs (miR-155 and miR-146a) in the thalamus at a chronic time post-TBI might have unfavorable effects for recovery after TBI. The inflammatory role of the dysregulated miRNAs in the perilesional cortex, however, is not clear. Further, we revealed a dysregulated profile of isomiRs of quantified differentially expressed miRNAs, and a novel class of small RNAs, the tRFs, involved in post-TBI pathophysiology. For the first time, we report here a relation between upregulated tRFs and an unfavorable behavioral outcome after TBI.

### 4.1. Chronic Neuroinflammation after TBI

Brain inflammation is a prominent feature after TBI that has long-lasting secondary injury mechanisms and evolves in the brain for months after TBI [47,48]. The control of neuroinflammation may lessen the risk of developing comorbidities, like memory deficits and epilepsy [47,49]. Yet, brain inflammation is sparsely studied at chronic time-points post-TBI. Importantly, many inflammatory mediators remain dysregulated at 3 months post-TBI, as demonstrated by our previous genome-wide transcriptomic analysis [4]. Here we demonstrated a network level dysregulation of protein-coding genes in the perilesional cortex and ipsilateral thalamus. As expected, we observed robust regulation of inflammation-related pathways and regulators in both brain areas. 

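Microglial marker genes rose in both regions, 13 of 14 past a limma adjusted p of 0.05 in the perilesional cortex and 14 of 14 in the ipsilateral thalamus, with median log2 fold changes of 0.67 and 1.017. The rise was larger in the thalamus (median difference 0.42, camera of limma with Benjamini-Hochberg adjusted p = 3.37e-07, fry adjusted p = 0.016). Astrocyte markers had medians of 0.17 and 0.28, and neuronal markers medians of -0.22 and -0.48. Of the 9 astrocyte markers, 5 were higher and 2 lower past the threshold in the cortex, and 5 and 0 in the thalamus. Across the 15123 loci tested in both regions the log2 fold changes correlated with r = 0.598 (Spearman rho 0.571), and with r = 0.447 without a filter on low values. This is across loci, which are not independent replicates. 2670 loci were changed in both regions, 1252 higher in both, 1352 lower in both and 66 in opposite directions. The paper states that inflammation-related pathways and regulators were altered in both brain areas.

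**Figure D4:**
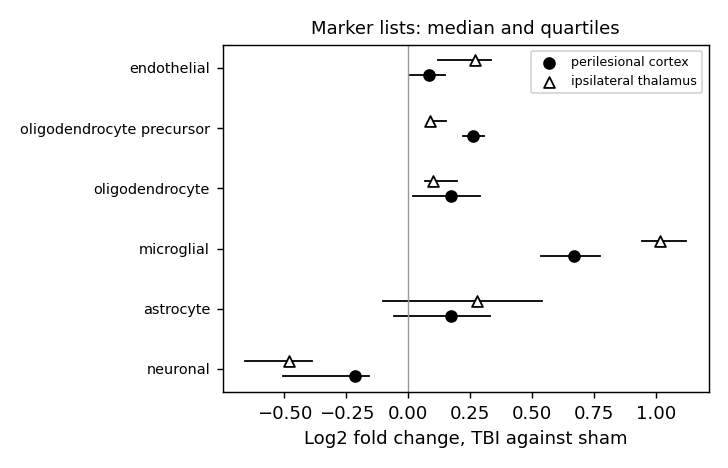
Median log2 fold change of marker lists, with lines from the lower to the upper quartile of the members. Filled circles are the perilesional cortex and open triangles the ipsilateral thalamus, and the microglial medians are 0.67 and 1.017.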

Our analysis also highlighted the regulation of genes involved in organismal injury and abnormalities, and cell and tissue morphology. Perilesional cortex-specific changes were observed in axonal guidance signaling pathways. 

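A difference between regions was tested by the interaction of TBI and region over all 24 libraries. Of the 15678 loci tested, 1138 had a TBI effect that differed between regions at a limma adjusted p under 0.05, 427 higher and 711 lower in the thalamus than in the cortex. Of the 4573 loci past the threshold in 1 region only, 781 showed such a difference. Among the 68 axon guidance loci 9 did, and 11 when adjusted over the list alone. In the thalamus 12 of these loci were higher and 19 lower in TBI rats. The median difference of the list was -0.071 (camera of limma, Benjamini-Hochberg adjusted p = 0.161), and this call did not change with the rat as block. A shift of the set in one direction between regions was therefore not found. Camera cannot see members that differ in mixed directions, while the paper's pathway overlap counts changed genes of either direction. Whether more of these loci differ than of other loci was not tested.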

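Nuclear genes of the respiratory chain and the ATP synthase were lower in both regions. Of 74 tested loci, 55 were lower in the ipsilateral thalamus and 37 in the perilesional cortex at a limma adjusted p under 0.05, and 74 and 68 had a lower mean. Adjusted over the list alone, 61 and 43 were lower. The median log2 fold changes were -0.25 and -0.17. The median difference between regions was -0.073 on the log2 scale, which passed the threshold by camera of limma (Benjamini-Hochberg adjusted p = 0.011), but not under fry (adjusted p = 0.353). Of the 74 loci, 1 differed between regions when tested singly, and 2 with the rat as block. Both regions kept their direction and call under TMM and upper quartile scaling and under fry. With camera and an estimated correlation neither region passed (adjusted p = 0.379 in the cortex and 0.339 in the thalamus).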

Further, ipsilateral thalamus-specific changes were observed in functions of molecular transport and cell death, as well as toxic effects of mitochondrial dysfunction. Interestingly, our analysis revealed broad regulation of the pathways and functions connected to hematologic system development and function. Early coagulopathies have been reported in TBI patients and even in patients with isolated severe TBI without severe bleeding [50,51,52]. Importantly, trauma-induced coagulopathies are independent predictors of poor outcomes and are linked to secondary injuries. How regulation of the hematologic system in the brain influences secondary injuries and relates to chronic neuroinflammation remains to be studied.

### 4.2. Differentially Expressed miRNAs after TBI

We detected relatively few changes in canonical miRNAs in both brain areas investigated. Based on earlier studies, the neuroinflammatory role of the upregulated miRNAs (miR-375 and miR-211) in the perilesional cortex is not well known. Upregulation of miR-375, however, is considered to protect the brain from ischemic stroke resulting in a reduced infarct volume and decreased cell apoptosis [53]. On the other hand, knockdown of human miR-375 upregulates NF-κB and pro-inflammatory factors, such as tumor necrosis factor-α, IL-1β, IL-6 and IL-8, in the colorectal cancer cell line Caco-2 [54]. These findings suggest the possible anti-inflammatory and neuroprotective roles of miR-375. Further, miR-211 excess regulation is connected to perturbation of learning functions in the Morris water maze [55]; mice with high miR-211 levels lost the capacity to locate the platform quadrant in a probe trial assessing reference memory. Interestingly, in our study, post-TBI rats also showed decreased ability to find the platform in the Morris water maze test and had higher cortical miR-211 levels. On the other hand, higher levels of miR-211 seem to protect the brain from hypersynchronization, and nonconvulsive and convulsive seizures [55]. These findings suggest multileveled, beneficial and harmful, roles of miR-211 in the brain.

MiR-146a is upregulated in the brains of post-TBI patients, animal models of TBI, and similarly in epilepsy patients and animal models of epilepsy [56] and miR-146a is suggested to be involved in the development and progression of seizures, especially through the regulation of inflammation and immune responses [57,58]. A recent study [59] indicated that the silencing of miRNA-146a decreases oxidative stress and the inflammatory response in a rat model of temporal lobe epilepsy (TLE); one of the genes involved in the process was Notch1. This is interesting as we previously reported upregulation of Notch1 in the dentate gyrus at 3 months post-TBI [60]. In this study, Notch1 was upregulated in the perilesional cortex (log2FC = 0.46, FDR <0.01); however, in the ipsilateral thalamus—the brain area where miR-146a was upregulated—we observed no significant change (Log2FC = 0.26, FDR >0.05). 

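Notch1 (locus XLOC_025728, chromosome 3, 9266562 to 9311575) had a mean normalized count of 2419 ± 305 in TBI rats and 1695 ± 255 in sham-operated rats in the perilesional cortex (log2 fold change 0.52, standard error 0.10, adjusted p = 0.00183 by limma with Benjamini-Hochberg adjustment), and 5 of the 6 TBI values lay above every sham value. In the ipsilateral thalamus it had a mean normalized count of 2215 ± 327 in TBI rats and 1945 ± 245 in sham-operated rats (log2 fold change 0.18, standard error 0.10, adjusted p = 0.186 by limma with Benjamini-Hochberg adjustment). The difference of the TBI effect between regions was -0.33 (standard error 0.15, adjusted p = 0.199 by limma with Benjamini-Hochberg adjustment), so a difference between the regions was not shown.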

Notch1 did not come up in our miRNA-target analysis as we were interested in significantly changed targets. It is still possible that miR-146a downregulates the protein level of Notch1 and decreases its mRNA level in the thalamus. Our earlier study showed an increase in miR-155 in the rat and human brain post-TBI [56]. This upregulation was associated with activated glial cells. In vitro studies indicate that human astrocytes acquire a pro-inflammatory phenotype and overexpress miR-155 after stimulation with a pro-inflammatory macrophage-conditioned culture medium. Thus, miR-155-promoted neuroinflammation via astrocyte activation is involved in the secondary injury. Moreover, numerous studies have demonstrated a pro-inflammatory role of miR-155 [46,61].

### 4.3. Are 3′isomiRs a Specific Feature of TBI?

General information on the unique mature sequence of each miRNA is cataloged in the miRBase database [62]. These listed sequences are called miRNA canonical forms. The sncRNAseq experiments, however, suggest that miRNA lengths and sequences could be modified in animal and human tissues. These RNA isoforms are called isomiRs [63]. Experiments demonstrate substantial overlap in functional mRNA networks suppressed by both canonical miRNAs and their isomiRs, and that these isomiRs are functionally relevant [63].

Detailed analyses of sncRNAseq data have identified especially high fractions of mature miRNAs containing one or more 3′ nucleotide additions [16,64]. These 3′ nucleotide additions most commonly include single and double nucleotide additions of adenine and/or uridine bases. Studies investigating these modifications have found that only a small fraction of miRNAs derived from a particular miRNA locus are subject to, for example, 3′ adenine addition (0–20%). These additions could therefore provide a mechanism for the cell to regulate the targeting efficiency of the transcripts derived from specific miRNA and this profile has been shown to be cell type-specific [16]. Functional distinction between isomiR production between vertebrates and Drosophila [16] emphasizes that miRNA modifications may have divergent roles across groups of animals and humans. For some evolutionarily conserved miRNA families, however, generally comparable rates of additions have been observed across species [16,65]. Overall, very diverse and contradictory functions are attributed to these addition events [17]. These functions include miRNA targeting efficiency, exosome localization, degradation, stabilization, and influencing associations with argonaute proteins.

In this study we especially observed 3′ nucleotide additions or modifications. Further, our prediction of RNA folding suggested possible alterations in the folding structure of miR-146a. Moreover, we were unable to detect any changes in the predicted targets of the canonical miRNAs analyzed. Whether or not 3′ nucleotide isomiRs are involved in post-TBI pathology and how each detected nucleotide modification/addition affects miRNA functionality in the brain remains to be studied.

### 4.4. Variable Region Cleaved 3′tRFs Are Upregulated after TBI

Transfer RNAs and tRFs support different cellular processes, from canonical functions in translation to recently unraveled mechanisms as gene expression regulators [24,66]. Interestingly, the recently described TRF-AGO2 association leads to target repression that is similar to miRNA activity, thereby acting on posttranscriptional regulation [66]. In this study, we reported an increase in 3′tRFs. Reports suggest that this particular tRF class regulates gene expression in a miRNA-like manner [67]. Indeed, we found numerous predicted target candidates for these dysregulated tRFs and showed decreased expression of Cplx1. Functional annotation of negatively enriched predicted tRF targets linked them to glycoprotein, protein binding, nucleotide-binding, lipoprotein, and neurogenesis.

As noted, Cplx1 is predicted to be one of the affected targets of 3′tRF-IleAAT. Cplx1 belongs to the complexin/synaphin gene family and positively regulates exocytosis of various cytoplasmic vesicles, such as synaptic vesicles and other secretory vesicles [68]. This protein organizes the soluble NSF attachment protein receptor proteins (SNAREs). Thus, it can prevent SNAREs from releasing neurotransmitters until an action potential arrives at the synapse [68]. Interestingly, a study by Yi et al. [69] reported transient increases in the levels of Cplx1 and Cplx2 proteins in the ipsilateral cortex 6 h following lateral FPI. This increase was followed by a decrease in Cplx1 in the ipsilateral cortex and hippocampus, and a decrease in both complexins in the ipsilateral thalamus at day 3 and day 7 post-injury. The authors suggested that alterations in complexin levels may play an important role in neuronal cell loss following TBI, and thus contribute to the post-TBI pathophysiology. We have now expanded this finding and report chronic downregulation of Cplx1 gene expression in the ipsilateral thalamus still at 3 months post-TBI and its possible regulation through 3′tRF-IleAAT.

Variable region-cleaved tRFs are rarely described in the literature [70] and their biogenesis is not well known; however, tRF cleaving is generally mediated by endoribonucleases, such as angiogenin and dicer [20]. Angiogenin is a component of the acute-phase response that protects the organism from microbial and environmental stress [71]. Knockdown of angiogenin sensitizes cells to stress and promotes stress-induced activation of apoptotic caspases [72]. Treatment of cultured mammalian cells with angiogenin stimulates tRNA cleavage [73]. Research related to amyotrophic lateral sclerosis revealed that angiogenin plays an important role in the endogenous protective pathways of motor neurons exposed to hypoxia [74]. Other studies reported that angiogenin is secreted from motor neurons and taken up by astroglia where it induces tRNA cleavage [75] that targets specific mRNAs together with argonaute proteins modulating cell survival following stress [19]. We found no clear indication of the regulatory role of angiogenin, however, as a single explanatory factor for variable region-cleaved tRFs. We observed no change in the level of dicer (data not shown), another tRF cleaving endonuclease. A recent study suggested that the human RNase T2 generates long and short tRFs in vitro [76]. Interestingly, Rnaset2 was robustly upregulated in our mRNA-Seq analysis in both the perilesional cortex (Log2FC = 0.74, FDR <0.01) and ipsilateral thalamus (Log2FC = 1.39, FDR <0.01) after TBI. 

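Rnaset2 (locus XLOC_000336, chromosome 1, 54425132 to 54442302) had a mean normalized count of 1655 ± 214 in TBI rats and 987 ± 34.1 in sham-operated rats in the perilesional cortex (log2 fold change 0.74, standard error 0.076, adjusted p = 1.39e-05 by limma with Benjamini-Hochberg adjustment) and a mean normalized count of 3166 ± 358 in TBI rats and 1302 ± 107 in sham-operated rats in the ipsilateral thalamus (log2 fold change 1.28, standard error 0.077, adjusted p = 5.44e-08 by limma with Benjamini-Hochberg adjustment). In both regions all 6 TBI values lay above all 6 sham values. The rise was larger in the thalamus by 0.54 (standard error 0.11, adjusted p = 0.00384 by limma with Benjamini-Hochberg adjustment). The paper names Rnaset2 beside a cited report that human RNase T2 generates tRFs in vitro.

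**Figure D5:**
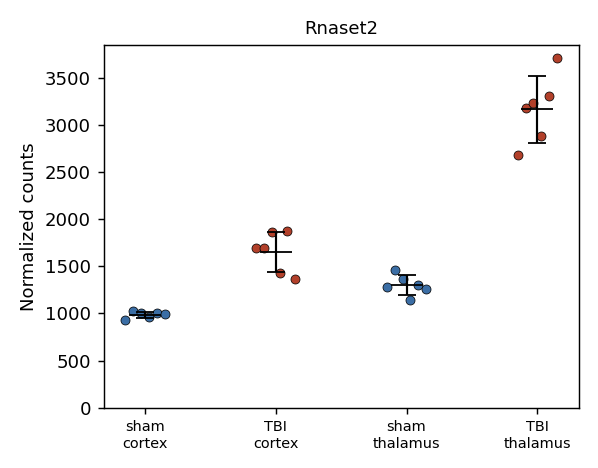
Normalized counts of Rnaset2, with each point a rat, the bar the mean and the error bar the SD of 6 rats. TBI values lie above all sham values in both regions.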

Detailed functional in vitro studies are needed to unveil the role of RNase T2 in variable region-cleaved tRF production.

Lastly, our data suggest that increases in the 3′tRFs strongly correlate with miR-146a (Supplementary Figure S8), a miRNA previously linked to reactive astrocytes [77]. Whether 3′tRF-IleAAT and 3′tRF-LysTTT are indeed increased in reactive astrocytes chronically after TBI or whether they co-exist with this pathologic feature remains to be studied. Further, it is not yet known how elevated tRF levels after TBI affect mature tRNA. Whether the overall role of tRFs is pro-inflammatory or anti-inflammatory remains to be explored. Despite a single study demonstrating increased seizure susceptibility and dysfunctional neuronal transmission as a result of mutated tRNA n-Tr20 [26], the link between tRNA and epileptic-associated phenotypes remains unclear. Moreover, Hogg et al., described tRFs that were modulated in an in vitro seizure model and could predict seizure imminence in human epilepsy patients when measured from plasma [25]. Finally, the present study demonstrated a link between a worse behavioral outcome after TBI and increased 3′tRF levels in the perilesional cortex and ipsilateral thalamus.

## 5. Conclusions

These results suggest a possible functional role of 3′tRF-IleAAT and 3′tRF-LysTTT after TBI and emphasize the importance of future studies to elucidate their mechanisms of action in chronic neuroinflammation and worse recovery outcomes after TBI. Moreover, additional studies are needed to reveal the importance and roles of isomiRs in disease mechanisms and functional outcome.

## Figures and Tables

**Figure 1:**
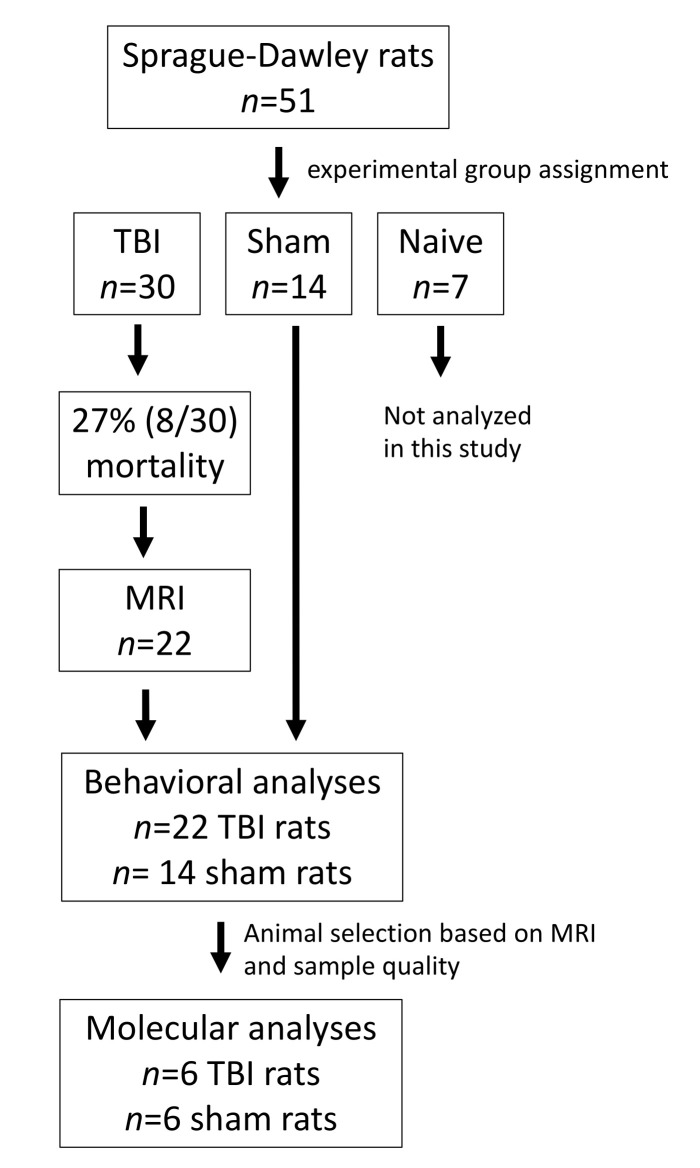
Study design.

**Figure 2:**
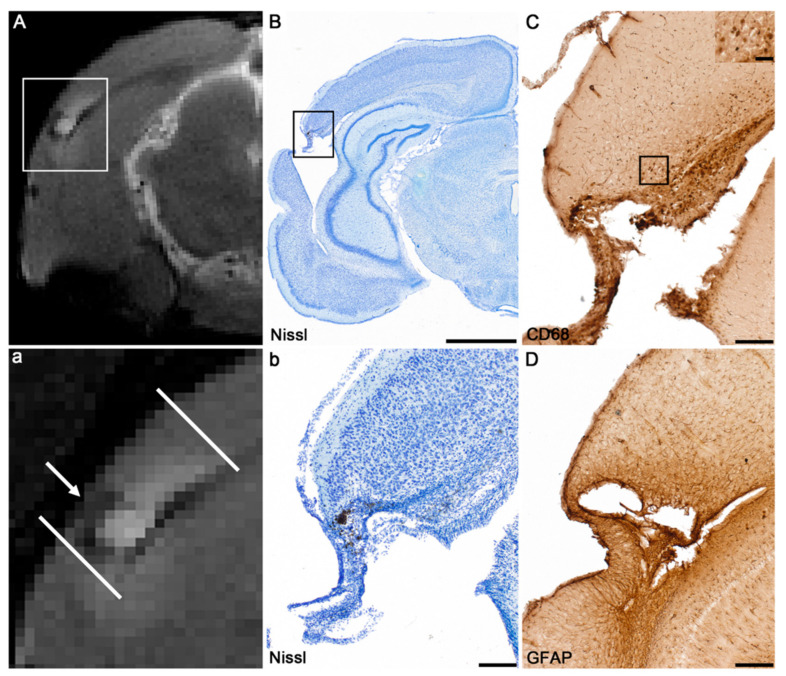
Assessment of chronic neuroinflammation. (**A**) Magnetic resonance imaging (MRI) was used to identify animals with a prominent increase in T2-enhancement around the lesion (arrow in a high magnification representation (**a**)) indicating perilesional inflammation. (**B**) Nissl-stained sections show detailed cytoarchitectonics of the perilesional area. (**C**,**D**) Immunohistochemical stainings were used to confirm chronic neuroinflammation suggested by T2-enhancement. Immunohistochemical staining for CD68 (macrosialin) showed activated microglia/macrophages in the perilesional cortex (panel (**C**)). Immunohistochemical staining for glial fibrillary acidic protein (GFAP) with qualitative analysis showed astrocytic fibers (panel (**D**)). Scale bars = 2000 µm (**B**), 200 µm (**b**,**C**,**D**) and 50 µm (insert in panel (**C**)).

**Figure 3:**
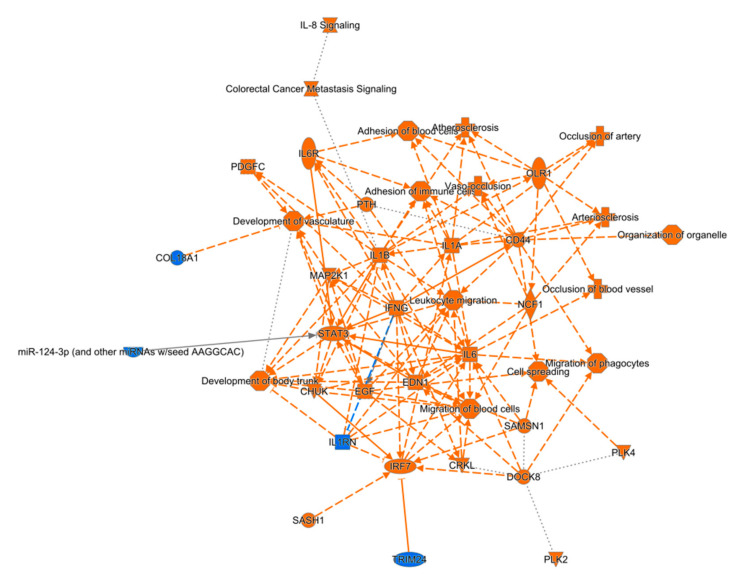
Graphical summary of pathway analysis of differentially expressed genes in the perilesional cortex after traumatic brain injury. Analysis highlighted physiologic functions like organismal survival, tissue morphology, nervous system development and function, and hematologic system development and function.

**Figure 4:**
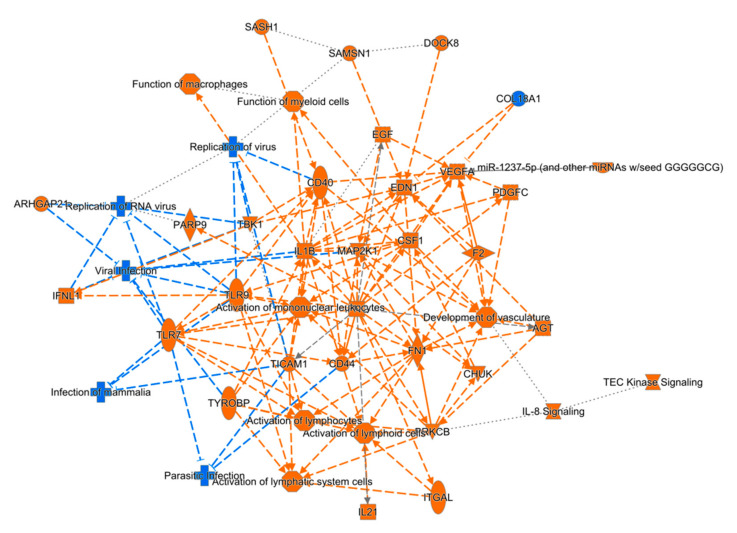
Graphical summary of the pathway analysis of differentially expressed genes in the ipsilateral thalamus after traumatic brain injury. Similar to the perilesional cortex, analysis highlighted physiologic functions, such as organismal survival, tissue morphology, nervous system development and function, and hematologic system development and function. Top regulator effect networks included genes such as Collagen Type XVIII Alpha 1 Chain (COL18A1) and SELPG protein.

**Figure 5:**
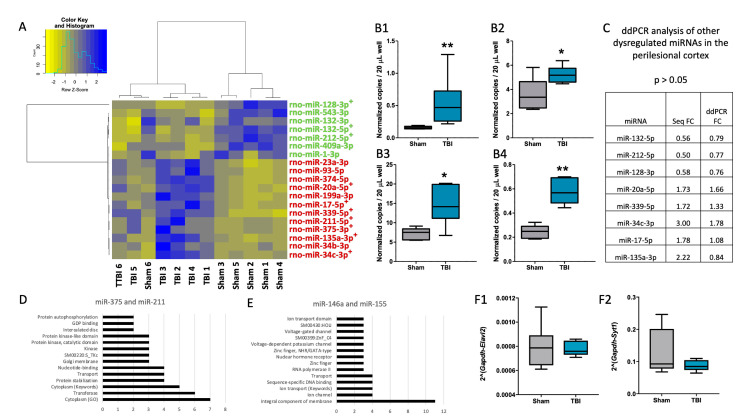
Deregulated microRNAs (miRNAs) after lateral fluid percussion injury. (**A**) Unsupervised hierarchical clustering partly separated sham-operated controls from post-TBI rats according to differentially expressed (**D**,**E**) miRNAs in the perilesional cortex. A total of 12 upregulated and 7 downregulated miRNAs were found (FDR <0.05). (**B1–B4**) Droplet digital PCR (ddPCR) analysis validated miR-375 (**B1**, *p* < 0.01) and miR-211 (**B2**, *p* < 0.05) upregulation. In the ipsilateral thalamus, only 2 miRNAs were upregulated in small non-coding RNAseq analysis (sncRNAseq, FDR <0.05). Both of these were validated with ddPCR (**B3**, miR-146a, *p* < 0.05; **B4**, miR-155, *p* < 0.01). (**C**) All other sncRNAseq suggested no change in the top 10 DE miRNAs in ddPCR analysis (*p* > 0.05 for all). Most of them (7/8), however, were regulated in the same direction detected in the sncRNAseq analysis. (**D**) Functional pathway analysis of predicted targets of miR-375 and miR-211. (**E**) Functional pathway analysis of predicted targets of miR-146a and miR-155. (**F1**,**F2**) Quantitative RT-PCR analysis revealed no change in the predicted targets selected for validation (ELAV Like RNA Binding Protein 2 (Elavl2) and Synaptotagmin 1 (Syt1), *p* > 0.05). Statistical significance: *, *p* < 0.05; **, *p* < 0.01.

**Figure 6:**
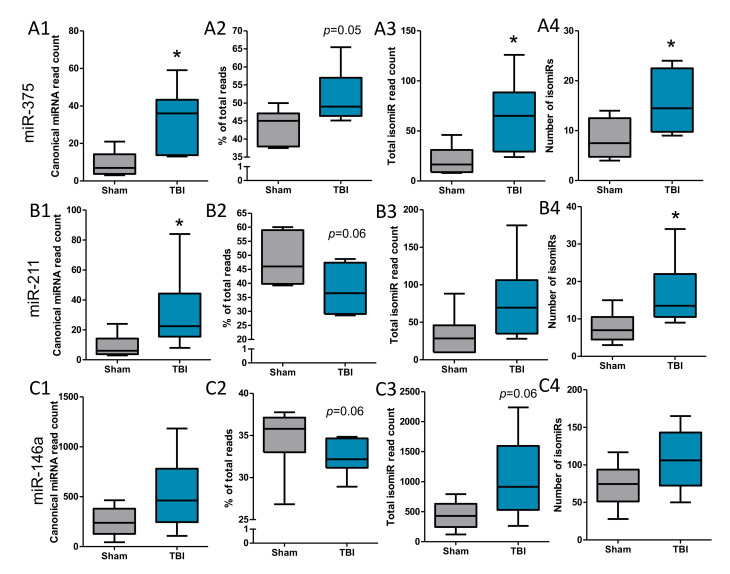
Analysis of canonical (miRbase) miRNA sequence and isomiRs of miR-375, miR-211, and miR-146a. (**A1–A4**) Read count of canonical miR-375 was increased, (**A1**) *p* < 0.05 and there was a trend toward its proportional increase from all miR-375 aligned reads; (**A2**) *p* < 0.1. Additionally, the total isomiR read count (**A3**) *p* < 0.05 and number of isomiRs (**B4**) *p* < 0.05, were increased. ((**B1**–**4**) Similarly, the read count of canonical miR-211 was increased, (**B1**) *p* < 0.05 and there was a trend toward its proportional increase from all miR-211 aligned reads; (**B2**) *p* < 0.1. Total isomiR read count (**B3**) *p* > 0.05 was not changed, but the number of isomiRs (**B4**) *p* < 0.05 was increased. (**C1–C4**) For miR-146a, we observed no significant changes. The trends for canonical miRNA were opposite for cortical differentially expressed miRNAs (miR-375 and miR-211), however, as the proportion of canonical miR-146a was decreased compared to all sequences aligned to it, *p* < 0.1. Statistical significance: *, *p* < 0.05.

**Figure 7:**
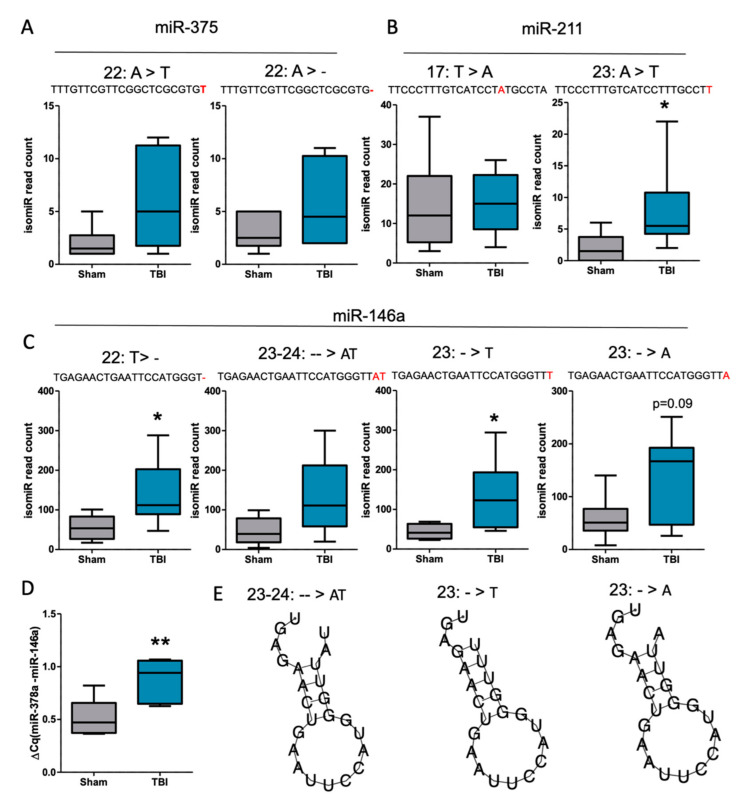
Analysis of isomiR types after traumatic brain injury (TBI). Analysis of cortical differentially expressed miRNAs revealed an increase, especially in 3′ end modifications (**A**,**B**). The miR-211 isomiR 5′–TTCCCTTTGTCATCCTTTGCCTT was significantly increased after TBI (B, *p* < 0.05). For miR-146a, (**C**) several isomiRs were detected. These 2 isomiRs showed increased modifications at the 3′ end (5′– TGAGAACTGAATTCCATGGGT- and 5′– TGAGAACTGAATTCCATGGGTTT; *p* < 0.05). Quantitative RT-PCR chemistry detecting all 3′ end isomiRs (**D**) (FC = 1.7, *p* < 0.05) revealed a difference between controls and post-TBI animals. Primer assay targeting only canonical miR-146a did not detect this increase (see Supplementary Figure S3, FC = 1.4, *p* > 0.05). Interestingly, RNA folding assessment predicted the linear miR-146a form to change to a hairpin-like structure when insertions were detected in the miRNA 3′ end (**E**). Statistical significance: *, *p* < 0.05; **, *p* < 0.01.

**Figure 8:**
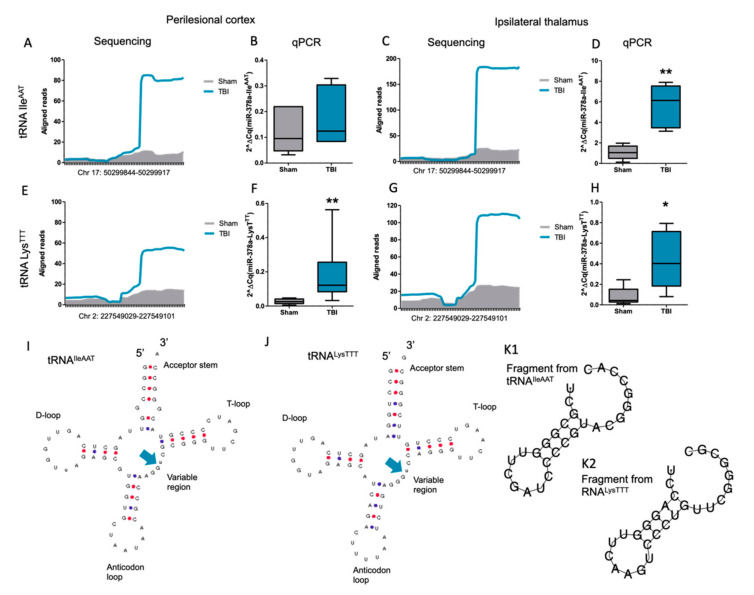
Transfer RNA fragments (tRFs) cleaved from tRNA IleAAT and tRNA LysTTT were upregulated in the perilesional cortex and ipsilateral thalamus after traumatic brain injury (TBI). (**A**) Alignment of the detected reads toward tRNA IleAAT in sham-operated controls (gray shading) and post-TBI rats (blue line) in the perilesional cortex samples. (**B**) Quantitative RT-PCR analysis showed a trend toward upregulation of 3′tRF-IleAAT (FC = 1.5, *p* > 0.05). (**C**) Alignment of the detected reads toward tRNAIleAAT in sham-operated controls (gray shading) and post-TBI rats (blue line) in the ipsilateral thalamus samples. (**D**) Quantitative RT-PCR analysis showed upregulation of 3′tRF-IleAAT (FC = 5.4, *p* < 0.01). (**E**) Alignment of the detected reads toward tRNA LysTTT in sham-operated controls (gray shading) and post-TBI rats (blue line) in the perilesional cortex samples. (**F**) Quantitative RT-PCR analysis showed upregulation of 3′tRF-LysTTT (FC = 6.9, *p* > 0.01). (**G**) Alignment of the detected reads toward tRNALysTTT in sham-operated controls (gray shading) and post-TBI rats (blue line) in the ipsilateral thalamus samples. (**H**) Quantitative RT-PCR analysis showed upregulation of 3′tRF-LysTTT (FC = 5.2, *p* < 0.05). (**I**) Most common cleavage site of fragments from tRNA IleAAT detected based on analysis presented in panels (**A** and **C**). (**J**) Most common cleavage site of fragments from tRNA LysTTT detected based on analysis presented in panels (**E** and **G**). (**K1,K2**) Predicted RNA folding structure for 3′tRFs upregulated after TBI. Statistical significance: *, *p* < 0.05; **, *p* < 0.01.

**Figure 9:**
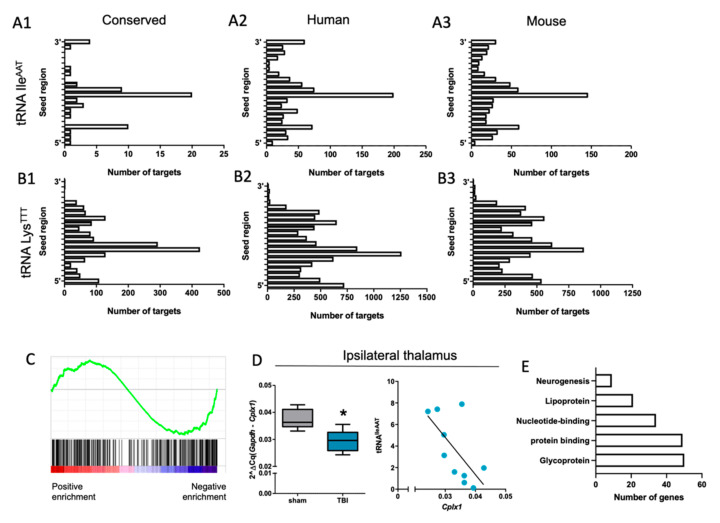
Downregulation of the predicted targets of upregulated tRFs after traumatic brain injury. (**A1–A3**) Number of predicted targets of 3′tRF-IleAAT for conserved, human and mouse 3′-untranslated regions (UTRs) of protein coding genes. (**B1–B3**) Number of predicted targets of 3′tRF-LysTTT for conserved, human, and mouse 3′-UTRs of protein-coding genes. (**C**) Gene set enrichment analysis of predicted targets of both tRFs (combined gene list) in the ipsilateral thalamus revealed negative enrichment (ES = 0.22, FDR <0.01). (**D**) Quantitative RT-PCR analysis validated downregulation of one selected target candidate of 3′tRF-IleAAT, Cplx1 (FC = 0.78, *p* < 0.05). Further, the lower the Cplx1 expression level, the greater the detection of 3′tRF-IleAAT in the same sample (Spearman r = 0.43, *p* < 0.05). (**E**) Functional annotation of negatively enriched predicted tRF targets linked them to glycoprotein, protein binding, nucleotide-binding, lipoprotein, and neurogenesis (*p* < 0.05, DAVID functional annotation tool). Statistical significance: *, *p* < 0.05.

**Figure 10:**
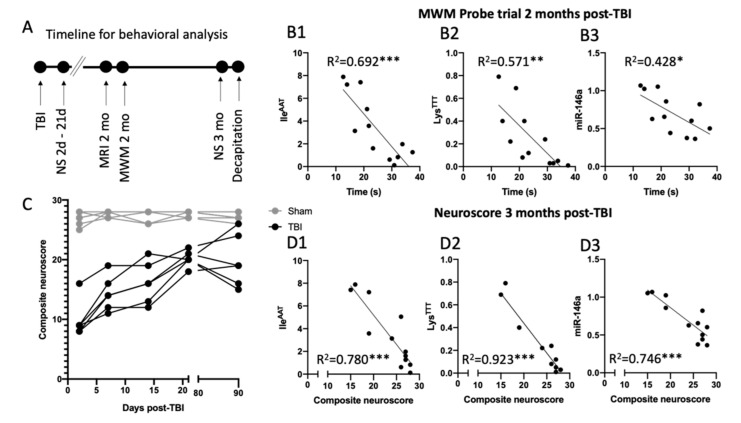
Upregulation of tRFs in the ipsilateral thalamus correlated with a worse behavioral outcome after traumatic brain injury (TBI). (**A**) Neuromotor function was assessed by the composite neuroscore at acute and chronic time-points post-TBI, and memory deficits were investigated with the Morris water maze at 2 months post-TBI. (**B1–B3**) Correlation analysis showed that rats showing deficits in the probe trial, represented by less time spent in the correct quadrant, also had the highest expression of the full miR-146a profile (all isomiRs included; Spearman r = 0.43, *p* < 0.05, panel (**B1**)), 3′tRF-IleAAT (Spearman r = 0.70, *p* < 0.001; panel (**B2**)), and 3′tRF-LysTTT (Spearman r = 0.57, *p* < 0.01; panel (**B3**)). (**C**) TBI rats exhibited acute motor function deficits compared with controls at 2 days post-TBI (*p* < 0.01) with recovery to subacute at 7 days (*p* < 0.01, compared with controls), 14 days (*p* < 0.01, compared with controls) and 21 days (*p* < 0.01, compared with controls) post-TBI time-points. At 3 months post-TBI, high variance in the measured score was observed between rats, but lower scores were still observed compared with controls (*p* < 0.01). (**D1**–**D3**) Correlation analysis indicated a relation between a lower neuroscore value at 3 months post-TBI and increased expression of the full miR-146a profile (all isomiRs included; Spearman r = 0.75, *p* < 0.001; panel (**D1**)), 3′tRF-IleAAT (Spearman r = 0.78, *p* < 0.001, panel (**D2**)) and 3′tRF-LysTTT (Spearman r = 0.92, *p* < 0.001; panel (**D3**)). Statistical significance: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

## Data Availability

All RNA-Seq raw data were saved to the NCBI Gene Expression Omnibus (GEO; series accession number GSE192979 (mRNAseq) and GSE192980 (small RNAseq).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biomedicines10010136/s1. Methods: Quantitative RT-PCR analysis of canonical miR-146a; Figures S1: Number of upregulated (A) and downregulated (B) genes in the perilesional cortex and ipsilateral thalamus; Figures S2: Mapping of the small non-coding RNA sequencing reads; Figures S3: Quantitative RT-PCR analysis of miR-146a did not reveal significant upregulation (FC = 1.4, *p* > 0.05); Figures S4: Unsupervised hierarchical clustering of differentially expressed transfer RNA fragments; Figures S5: Agarose gel electrophoresis to separate 20–50 nucleotide (nt) long small RNA from the total RNA pool; Figures S6: Gene expression of Cplx1 showed a trend toward downregulation in the perilesional cortex (FC = 0.4, *p* > 0.05); Figures S7: Expression of angiogenin (ANG) after experimental traumatic brain injury; Figures S8: Correlation between miR-146a, miR-155, and deregulated transfer RNA-derived fragments; Table S1: RIN integrity numbers prior the sequencing service and later PCR study; Table S2: Quality control of messenger RNA sequencing; Spreadsheet 1.

How the deposited data were processed for this re-analysis (not part of the article)

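Messenger RNA libraries of the perilesional cortex and the ipsilateral thalamus of 6 TBI and 6 sham-operated male rats were analysed, 24 libraries in all. The authors made stranded libraries from polyadenylated RNA, aligned the reads with TopHat, assembled transcripts with Cufflinks and deposited 1 table of normalized counts per locus and library, with a second table of gene names and positions. The deposited values are other than raw counts: they are fragment counts that the authors divided by a size factor for each library. In each library the low values were whole multiples of 1 step. The step was used to recover the depth, to set a floor of 3 fragments and to thin libraries, and every test ran on the normalized values. The table separates its fields by semicolons and writes decimal commas, so its unit was judged from the values and the methods alone and no automatic check of the unit was possible. A count model on the recovered fragments was not run. The floor covers counting error only.

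The conditions of the libraries were taken from their labels. Genes are named as in the deposited annotation. Loci without a gene name, 37.1% of loci with 1.90% to 2.23% of normalized counts per library, were left out of the tests. Where a locus joins several gene names it counts for each, and where a name has several loci the one with the highest mean stands for it in lists.

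TBI and sham-operated rats were compared within each region by limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean trend) on log2(normalized count + 1), for loci with a mean of at least 10 over 12 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The difference of the TBI effect between regions was tested as an interaction over all 24 libraries, without a block for the rat. The other fit had the rat as a block. Both regions came from the same rats, by their shared numbers. The deviations of a rat's 2 libraries from their group means correlated with a median of 0.187 over the 12 rats, from 0.00393 to 0.569, and 10 of the 12 lay over 0.1, against a median of -0.0332 for different rats of one group. The target list was tested with fgsea 1.28.0 on the signed rank of the p. Gene lists were tested with camera of limma at a preset correlation of 0.01. The lists included the nodes of Figures 3 and 4, axon guidance families, respiratory chain genes, leukocyte extravasation, response lists for interferon gamma, TGFB1 and TNF with lipopolysaccharide, markers of neurons, astrocytes, microglia, oligodendrocytes, their precursors, endothelium, erythroid cells, lymphocytes and choroid plexus, identity genes of thalamus and cortex, and 5 functional lists of the paper. Y-linked genes and Xist do not occur among the gene names, so the sex of the libraries was not checked.

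Named genes are every gene the paper names in connection with its mRNA sequencing, and in each region the 3 largest rises and 3 largest falls among loci past the threshold with no overlap between groups, and the 2 largest differences between regions in each direction. The functional lists and the nodes of Figures 3 and 4 were chosen by the study on these libraries. Designs, lists, thresholds and alternatives were set before the data were examined, apart from those stated as chosen later. The alternatives were TMM and upper quartile scaling (TMM written anew after its published definition), no filter on low values, a mean of at least 50, pseudocounts of 0.1 and 5, limma-voom with equal library sizes, all 24 libraries in 1 fit, a threshold of 0.01, a change of at least 1.5-fold, leaving out each library, the rat as block, other set tests, other rankings and other matching of the targets. Groups were also split at random 100 times, with both regions of a rat kept together.

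The steps were tested on simulated data with 200 changed loci among 21753. In all, 15667 loci passed the filter and were tested. limma recovered 76% of the changed loci with 2 calls at unchanged loci. A first run was required to recover 80%. That requirement was lowered to 60% after the result was seen. The median recovered log2 change was 1 where 1 was set and 0.592 where 0.6 was set, and 84% and 68% of these loci were called, so loci with either change were missed. The interaction test recovered 67.5% of changed loci. With nothing changed there were 0 calls, and 825 loci of 15677 had an unadjusted p under 0.05. Tables were read with pandas 2.3.3 in Python 3.11.15 and figures drawn with matplotlib 3.10.9.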

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

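The tests on Ttr, Col18a1 and thalamic tissue and those of the lists with the rat as block were chosen after the result was seen. The lists of hypothalamic, hippocampal and striatal genes were written after Pmch and Scn7a had been seen and before their own members were looked at.

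In 182 groups of 6 values (named genes, library measures and means of marker lists), 1 library lay apart from the other 5 in 18, by a gap that, divided by the group's range, exceeded Dixon's critical value for 6 values. Chance gives 9.1 of 182, so single cases carry little weight. The gap over the range was 0.860 for the mean of the choroid plexus markers in TBI thalamus and 0.867 in TBI cortex. In both the library was that of rat 45, whose mean log2 value was 13.1 against 6.74 to 7.64 in the other 5 TBI thalamus libraries. In sham thalamus the libraries of rats 34 and 50 were also high, at 11.2 and 11.6. In sham cortex those of rats 26 and 34 were high too, at 9.50 and 8.47, against 10.1 in the cortex library of rat 45. The other choroid plexus markers followed Ttr within groups, with a median r of 0.928 over the single markers. Their mean had r = 0.984 over 24 libraries (permutation p = 1e-05; rho = 0.948, permutation p = 1e-05; adjusted 2.50e-05 and 2.50e-05) and r = 0.972 without the 2 libraries farthest from the median. Without rat 45 r was 0.973 over 22 libraries (permutation p = 1e-05, the smallest the permutations can give; rho = 0.959). This is consistent with choroid plexus tissue carried into some libraries, that of rat 45 most. These are among 5 relations computed over 12 to 24 libraries. No biological explanation was tested. In rat 45, Col18a1 also lay apart in TBI thalamus (gap 0.956, 1834 normalized counts against at most 739) and TBI cortex (gap 0.667). Without rat 45 its log2 fold change in the thalamus was -0.056 in place of 0.17, and in the cortex 0.59 in place of 0.73. Over all 24 libraries the choroid plexus markers and Col18a1 had r = 0.633 over 24 libraries (permutation p = 0.0131; rho = 0.197, permutation p = 0.313; adjusted 0.0164 and 0.391) and r = 0.047 without the 2 libraries farthest from the median, so the relation rests on the libraries of rat 45. Over the other 22 it was r = 0.047 (permutation p = 0.898, rho = -0.189). With less of that tissue in those libraries, whether it brought Col18a1 into rat 45 cannot be told apart from a change of that rat's own.

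Rat 45 also lay apart for Plk2 (gap 0.726) and 1 of 2 Tnf loci (0.636) in TBI thalamus, and for Scn4b in TBI cortex (0.696). Rat 63 lay apart for Syt1 (0.676) and for the total of normalized counts (0.675) in TBI cortex, and for Cplx1 in TBI thalamus (0.627). In TBI thalamus rat 56 lay apart for Dicer1 (0.723) and rat 52 for Selplg (0.670), and in TBI cortex rat 22 for Pmch (0.676). In sham thalamus rat 34 lay apart for Col18a1 (0.629), rat 26 for the oligodendrocyte markers (0.730) and rat 55 for Cd8b (gap of 1, since the other 5 libraries were listed at 0). In sham cortex rat 26 lay apart for Tbx4 (gap of 1, the other 5 at 0) and rat 50 for Clec7a (0.673). No explanation was tested for these.

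The TBI effect differed between regions at 1138 loci. Of 100 splits of the rats, 1, the real one, gave as many, and the most in another split was 5. Among genes the paper names, the effect in the thalamus exceeded that in the cortex by 0.67 for Tgfb1, 0.45 for the angiogenin locus, 0.54 for Rnaset2 and 0.79 for Cd68 on the log2 scale, and the difference was -0.60 for Cplx1. Among the loci with the largest changes it was -4.19 for ENSRNOG00000029586, -2.62 for Tbx4, -4.75 for Scn7a, 2.57 for Cartpt, 2.41 for Clec7a, -3.75 for RGD1564899, -2.33 for Vip, -1.75 for Scn4b, 2.76 for BC027072, 2.68 for Pmch and -4.74 for Stoml3. Stoml3 was at or under 3 fragments in every sham cortex library, so its fitted difference depends on the pseudocount. Its mean in TBI cortex was at least 9.13-fold higher than that limit. Tbx4 was listed at 0 in every sham cortex library except that of rat 26. Its log2 fold change in the cortex was 4.40 and ran from 2.54 to 7.16 over the other settings. The size of its difference between regions therefore depends on the settings too. These differences come from the fit without a block for the rat, and with the block each of them also passed the threshold. With the block, 3 further named genes passed by limma with Benjamini-Hochberg adjustment: Col18a1 (difference -0.55, adjusted p = 0.0349 with the block and 0.243 without), ENSRNOG00000028913 (0.87, adjusted p = 0.0422 with the block and 0.0869 without) and Acoxl (1.66, adjusted p = 0.0376 with the block and 0.0532 without). Injury acting differently in the 2 regions remains open as the biological explanation and was not tested.

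Scn7a and Stoml3 have higher values in sham thalamus than in sham cortex, so thalamic tissue in the TBI cortex libraries was examined as a source of their rise in the cortex. The rise of Scn7a would need a share of 32.3%, which would bring Prkcd to 13195 normalized counts, Tcf7l2 to 4352 and Slc17a6 to 9158. The means in TBI cortex were 1124, 289 and 678, far below those levels, which argues against it. Lists of genes of neighbouring tissue were tested with camera and fry of limma in both regions, with Benjamini-Hochberg adjustment over these 6 tests, which was added after the unadjusted values had been seen. Hippocampal tissue was examined for the cortex with 4 of 6 listed genes, 3 of which were higher in mean in TBI cortex (camera of limma, adjusted p = 0.364, 0.293 before adjustment, fry adjusted p = 0.076). With so few genes it stays open. For the rise of Pmch in the thalamus, hypothalamic tissue was examined with 7 other listed genes, 4 of them higher in mean (camera of limma, adjusted p = 0.364, and 0.364 before adjustment, fry adjusted p = 0.329), and stays open too. Among the 7, Trh had a log2 fold change of -1.50. Its mean was 2207 normalized counts over the thalamus libraries, against at most 127 for the others. At that level Trh may come from the thalamus itself, so the set test cannot decide. In the cortex, where Pmch did not rise, 5 of 5 hypothalamic genes tested were higher in mean (camera of limma, adjusted p = 0.145, 0.0276 before adjustment, fry adjusted p = 0.0151). The striatal genes had 5 of 6 higher in mean in the cortex (camera of limma, adjusted p = 0.364, fry adjusted p = 0.442) and 5 of 6 lower in the thalamus (camera of limma, adjusted p = 0.145, 0.0482 before adjustment, fry adjusted p = 0.0398). The hippocampal genes had 3 of 4 lower in mean in the thalamus (camera of limma, adjusted p = 0.364, fry adjusted p = 0.011).

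As lists, the TBI effect differed between regions by a median of 0.42 for the microglial markers, 0.24 for leukocyte extravasation, 0.22 for the TNF and lipopolysaccharide response, 0.11 for the astrocyte markers, 0.066 for the nodes of Figure 3, -0.21 for the neuronal markers and -0.073 for the respiratory chain genes (camera of limma, Benjamini-Hochberg adjusted p from 3.37e-07 to 0.0415 over these 7 lists). The microglial markers and the nodes of Figure 3 also passed under fry, and none of the 7 passed with an estimated correlation. With the rat as block the astrocyte markers no longer passed by camera of limma (adjusted p = 0.0925), and leukocyte extravasation (adjusted p = 0.0283), the TNF and lipopolysaccharide response (adjusted p = 0.0283) and the neuronal markers (adjusted p = 0.0401) passed under fry of limma.

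The paper does not report on loci without a gene name. Among these, 604 of 6152 tested in the cortex and 864 of 5606 in the thalamus differed between TBI and sham-operated rats when kept in the test, 9.82% and 15.4% against 27.2% and 33.8% of named loci. Their median normalized count was 27.7 in the thalamus against 875 for named loci. No explanation was tested.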

How the results depend on the processing

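The changed genes moved most with the threshold. In the cortex 2436 loci passed an adjusted p of 0.01 and 1008 a change of at least 1.5-fold, and in the thalamus 3429 and 1330, since a stricter threshold admits fewer genes. Under the 7 other settings of the fit and with all 24 libraries in 1 fit the counts stayed within 1.5 times of 4531 and 5516, as did the 12 fits that each left out one library, from 3671 to 5219 in the cortex and from 4522 to 5442 in the thalamus. Keeping loci without a gene name, chosen after seeing the data, gave 4813 and 6132. In the thalamus the changed loci were 2259 higher and 3257 lower as deposited, 2796 and 2357 after TMM scaling and 2659 and 2421 after upper quartile scaling. In the cortex 50.9% were lower as deposited and 43.4% after upper quartile scaling.

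The loci with a TBI effect differing between regions numbered 1138, and 1301 with the rat as block, the fit that uses the pairing of the 2 regions. Of the lists tested for a difference between regions, camera called 7 without the block and 6 with it, the astrocyte markers being the 1 that changed, and fry changed 3 calls. Apart from these and 3 named genes the block changed no other call on a named gene or list. The correlation of TBI effects between regions was 0.598, 0.447 without a filter on low values and 0.678 for loci with a mean of at least 50. The cause was not tested.

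The score of the target list was negative under each setting that gives a score, and its p crossed the threshold under several. In the thalamus the score was -0.253 (permutation p = 0.0148), -0.169 after TMM scaling (p = 0.127) and -0.0813 with an unweighted sum (p = 0.0585), and the p was 0.305 by camera with the preset correlation and 0.601 with an estimated one, while fry gave 0.0245. The 12 fits that each left out one library gave scores from -0.281 to -0.231. Without the library of sham rat 38 the score was -0.235 and its p rose to 0.0502. In the cortex the score was -0.185 after upper quartile scaling (permutation p = 0.0516), -0.242 for loci with a mean of at least 50 (p = 0.0513) and -0.0746 unweighted (p = 0.0559), and the p was 0.446 and 0.644 by camera and 0.254 by fry. Under the other settings in either region the p stayed under the threshold. The cause was not tested.

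With an estimated correlation, camera called 0 of the lists in either region (7 and 7 at an unadjusted p under 0.05), against 13 of 25 in the cortex and 12 of 24 in the thalamus with the preset one. The direction of the choroid plexus markers in the thalamus turned under TMM scaling (adjusted p = 0.911) and upper quartile scaling (0.965). That of the glycoprotein list turned under TMM scaling (0.911), upper quartile scaling (0.965), without a filter (0.949) and by fry (0.336). Neither list passed the threshold in any of these (adjusted p from 0.82 to 0.965 for the choroid plexus markers and from 0.336 to 0.97 for glycoprotein over the alternatives). The endothelial markers in the thalamus lost their call under TMM scaling and fry, the lipoprotein list with a mean of at least 50, and Plk2 in the cortex and 1 Tnf locus in the thalamus with all 24 libraries in 1 fit. App in the thalamus gained a call with a mean of at least 50, limma-voom or all 24 libraries, as did Selplg in the thalamus with all 24. The thalamic identity genes gained one without a filter and by fry, and protein binding and nucleotide-binding by fry. The cause was not tested. At this depth Ifng and the lymphocyte markers in the thalamus lay below the filter and were not tested.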

Differences from the paper's values

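The paper reports more higher than lower genes in the cortex. Here 2223 were higher and 2308 lower, and the higher genes were more numerous after TMM scaling (2294 and 2191) and after upper quartile scaling (2447 and 1875), both set before the data were examined, and without a filter on low values (2216 and 2047), at an adjusted p under 0.01 (1337 and 1099), for changes of at least 1.5-fold (902 and 106) and in the fits without sham rat 26, 34, 38, 50 or 55 or TBI rat 22, 52 or 56, set at the same time. The paper describes axonal guidance changes as specific to the cortex. The 68 axon guidance loci tested here showed no shift in one direction between regions (camera of limma, Benjamini-Hochberg adjusted p = 0.161, fry 0.227), and 9 of them differed when tested singly. These set tests cannot see mixed directions, so they do not decide on the paper's statement, whose pathway overlap counts changed genes of either direction. The paper describes mitochondrial dysfunction as specific to the thalamus. The respiratory chain genes tested here were lower in the cortex too, 37 of 74, with a larger fall in the thalamus by camera of limma (adjusted p = 0.011) and not by fry (adjusted p = 0.353). These lists are not the gene sets of the paper's software. The legend of Fig. 9C gives the enrichment score without the minus sign that the text gives, and the score here was -0.253. The paper gives a false discovery rate for that score that the permutation p of 0.0148 here does not reach. It was reached with all 24 libraries in 1 fit (0.00557), without a filter on low values (0.000424), with a ranking by the moderated statistic of limma (0.00263), with targets matched by symbol only (0.00687) and in the fits without TBI rat 24, 45 or 63 or sham rat 32 or 55, all set before the data were examined, and not under the others.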

Other observations

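The tests of matched lists by enrichment score, of the splits with 3 TBI rats on each side, of depth, of the scaling and of the astrocyte reaction were chosen after the result was seen.

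Of 100 splits of the rats, 1, the real one, gave as many changed loci in the cortex, and 1 in the thalamus. The most in another split was 2359 and 1461. For the correlation of TBI effects between regions 2 splits gave a value as high, with a median of 0.332 over the other splits. For the number of fixed gene lists past the threshold, 3 splits gave as many in the cortex and 20 in the thalamus, the real one included. Each of the others that reached it kept 4 or 5 of the 6 TBI rats together and so held part of the injury contrast. In the 44 splits with 3 TBI rats on each side, camera with the preset correlation called at most 9 lists in the thalamus and 10 in the cortex, with a median of 2.5 in each. Whether the number of lists in the thalamus exceeds what groups formed by chance would give is left open by the count over all splits. With every library thinned to the same number of fragments on named loci, that of the smallest library, 4368 loci were changed in the cortex and 5391 in the thalamus, 4229 and 5252 of them also changed before thinning, which argues against a difference in depth as the cause.

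An enrichment score of the targets as far from 0 was given by 28 of 100 splits in the thalamus and by 33 in the cortex, among them 12 and 16 of the 44 splits with 3 TBI rats on each side. Of 10000 random lists of other genes matched on mean value and locus span, 54% had a score as low in the thalamus and 95.7% in the cortex, and 85.4% had a median fold change as low in the thalamus. Of lists matched on mean value and on the ratio between regions in sham rats, 64.5% had a score as low. The lower values of the targets may therefore follow from their expression and length. A decline of neuronal transcripts stays open, since the ratio between regions in sham rats does not measure how neuronal a gene is. The tests of matched lists leave no part of the score that needs an effect of the tRFs. They do not exclude such an effect on single targets. The signed ranks of 280 targets in the paper's sheet and here correlated across genes with rho = 0.956.

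Neuronal markers fell and microglial and astrocyte markers rose in both regions as sets. The astrocyte set was mixed in the cortex, with 5 of 9 markers higher and 2 lower past the threshold. A lower share of neurons with no other change would raise all glial lists alike. The change in mean log2 value differed between the 4 glial lists by 0.58 in the cortex and 0.996 in the thalamus, with the microglial list highest (exact permutation p = 0.00216 in each region, the smallest that 6 rats against 6 allow), which argues against it as the whole explanation. A change in microglia themselves stays open.

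In the thalamus the microglial markers and Rnaset2 had, within groups, r = 0.848 over 12 libraries (permutation p = 0.00032; rho = 0.853, permutation p = 0.00075; adjusted 0.000533 and 0.00125) and r = 0.725 without the 2 libraries farthest from the median. Within the 6 TBI rats it was r = 0.946 with exact permutation p = 0.0125 (0.075 after Benjamini-Hochberg adjustment), rho = 0.943 with exact permutation p = 0.0167 (0.1 adjusted), and r = 0.639 without the 2 rats farthest from the median. Within the 6 sham-operated rats it was r = 0.809 with exact permutation p = 0.025 (0.075 after Benjamini-Hochberg adjustment), rho = 0.829 with exact permutation p = 0.0583 (0.175 adjusted), and r = 0.507 without the 2 rats farthest from the median. In the cortex the values were r = 0.87 with exact permutation p = 0.0431 (0.0861 after Benjamini-Hochberg adjustment), rho = 0.714 with exact permutation p = 0.136 (0.272 adjusted), and r = 0.378 without the 2 rats farthest from the median in TBI rats, and r = 0.171 with exact permutation p = 0.76 (0.912 after Benjamini-Hochberg adjustment), rho = 0.314 with exact permutation p = 0.564 (0.846 adjusted), and r = 0.499 without the 2 rats farthest from the median in sham-operated rats. The relations within groups of 6 rats, here and in the next paragraph, are 6 in number, and none of these 6 passed 0.05 after adjustment. Rnaset2 rose by 1.28 in the thalamus, more than 12 of the 14 microglial markers, whose median was 1.017. A larger share of microglia could explain part of its rise, and whether it explains all of it cannot be told apart from a rise within cells.

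Across the 6 TBI rats the microglial markers in cortex and thalamus had r = -0.0315 with exact permutation p = 0.938 (0.938 after Benjamini-Hochberg adjustment), rho = 0.143 with exact permutation p = 0.803 (0.919 adjusted), and r = 0.845 without the 2 rats farthest from the median. The neuronal markers had r = 0.475 with exact permutation p = 0.336 (0.504 after Benjamini-Hochberg adjustment), rho = 0.0857 with exact permutation p = 0.919 (0.919 adjusted), and r = 0.438 without the 2 rats farthest from the median. A severity shared by both regions of a rat was therefore not shown, and 6 rats are too few to exclude it.

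Gfap rose by 2.26 in the cortex and 2.26 in the thalamus, while the angiogenin locus changed by 0.010 in the cortex. An equal rise of Gfap was thus not accompanied by a rise of the locus in the cortex. Whether the astrocyte reaction raised the locus in the thalamus stays open. The regions already differed in sham-operated rats (2852 normalized counts in the cortex and 2202 in the thalamus), and the locus joins angiogenin with Rnase4. Cd68 rose by 1.98 and 2.77. Dicer1 changed by 0.0070 and -0.076 (adjusted p = 0.925 and 0.4, limma with Benjamini-Hochberg adjustment).

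More loci were lower than higher in the thalamus as deposited, and 45.7% of changed loci were lower after TMM scaling. That scaling centres the fold changes, which fixes this outcome, so an effect of the authors' scaling on the balance cannot be told apart from an excess of lower genes. Gapdh, the reference gene of the paper's RT-qPCR, had a log2 fold change of -0.25 in the thalamus (adjusted p = 0.00746, limma with Benjamini-Hochberg adjustment, 5 of 6 TBI values under every sham value), and -0.20 after TMM scaling (adjusted p = 0.0248) and -0.21 after upper quartile scaling (0.0309), with an adjusted p from 0.00336 to 0.0309 over the alternatives, which argues against the scaling as its whole cause. In the cortex it was -0.13 (adjusted p = 0.148).

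The other lists had these median log2 fold changes in cortex and thalamus: oligodendrocyte markers 0.17 and 0.10, oligodendrocyte precursor markers 0.26 and 0.089, endothelial markers 0.085 and 0.27, erythroid markers -0.080 and -0.13, choroid plexus markers -0.64 and -0.20, thalamic identity genes 0.048 and -0.23, cortical identity genes -0.36 and -0.060, nodes of Figure 3 0.30 and 0.28, nodes of Figure 4 0.53 and 0.53. The lymphocyte markers had 0.19 in the cortex over 3 loci. Some lists overlap, since Cd68 and Syt1 are both named by the paper and members of marker lists. The TGFB1 response list in the thalamus had 0.42. The paper's functional lists in the cortex had medians from -0.13 for neurogenesis to -0.0058 for glycoprotein.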
